# Regulation of autophagy and the ubiquitin–proteasome system by the FoxO transcriptional network during muscle atrophy

**DOI:** 10.1038/ncomms7670

**Published:** 2015-04-10

**Authors:** Giulia Milan, Vanina Romanello, Francesca Pescatore, Andrea Armani, Ji-Hye Paik, Laura Frasson, Anke Seydel, Jinghui Zhao, Reimar Abraham, Alfred L. Goldberg, Bert Blaauw, Ronald A. DePinho, Marco Sandri

## Abstract

Stresses like low nutrients, systemic inflammation, cancer or infections provoke a catabolic state characterized by enhanced muscle proteolysis and amino acid release to sustain liver gluconeogenesis and tissue protein synthesis. These conditions activate the family of Forkhead Box (Fox) O transcription factors. Here we report that muscle-specific deletion of FoxO members protects from muscle loss as a result of the role of FoxOs in the induction of autophagy–lysosome and ubiquitin–proteasome systems. Notably, in the setting of low nutrient signalling, we demonstrate that FoxOs are required for Akt activity but not for mTOR signalling. FoxOs control several stress–response pathways such as the unfolded protein response, ROS detoxification, DNA repair and translation. Finally, we identify FoxO-dependent ubiquitin ligases including MUSA1 and a previously uncharacterised ligase termed SMART (Specific of Muscle Atrophy and Regulated by Transcription). Our findings underscore the central function of FoxOs in coordinating a variety of stress-response genes during catabolic conditions.

## Abstract (web summary)

FoxO transcription factors promote muscle atrophy in response to stresses such as low nutrient availability. By generating muscle-specific FoxO triple-knockout mice, Milan *et al.* identify mechanisms by which the FoxO transcriptional network coordinates autophagic and proteasomal protein degradation.

Environmental transformations have selected for species that are able to quickly and efficiently regulate their physiology. Under stress conditions, mammalian cells activate compensatory mechanisms to adapt themselves to new situations. Depending on the stimuli, the adaptive response either require minor and fast metabolic changes or involves major and sustained adjustments that need transcription-dependent adaptations. Muscles are the largest protein reservoir in the body and serve as a source of amino acids that can be used for energy production by various vital organs (including heart, liver and brain) during catabolic periods, such as in cancer, sepsis, burn injury, heart failure and AIDS^1^. However, excessive and sustained protein degradation in skeletal muscle, and the resulting muscle loss (cachexia), is highly detrimental and can lead to death. Moreover, excessive loss of muscle mass is a poor prognostic index and impairs the efficacy of many different therapeutic treatments. Thus, cachexia ultimately aggravates diseases and increases morbidity and mortality.

In eukaryotic cells, most proteins are degraded via two proteolytic systems: the ubiquitin–proteasome and the autophagy–lysosome. In skeletal and cardiac muscles the two systems are coordinately regulated to remove proteins and organelles in atrophying cells^2^,^3^. Muscle atrophy requires a transcription-dependent programme to regulate a group of genes that are commonly up or downregulated in atrophying muscles during different catabolic conditions and that are named atrophy-related genes or atrogenes^1^,^4^,^5^,^6^,^7^,^8^. These genes encode enzymes that catalyse important steps in autophagy–lysosome, ubiquitin–proteasome, unfolded protein response, ROS detoxification, DNA repair, mitochondrial function and energy balance pathways. The transcription factors that orchestrate this complex gene network have been the focus of active investigation.

The two atrogenes with the greatest induction are two muscle-specific ubiquitin ligases, namely *atrogin1/MAFbx* and *MuRF1*^4^,^5^. Mice lacking these two enzymes are partially resistant to muscle atrophy induced by denervation^4^. However, the action of these two ubiquitin ligases cannot account for the degradation of all muscle proteins. A number of additional unknown ubiquitin ligases (E3s) are presumably activated during atrophy to promote the clearance of myofibrillar and soluble proteins and/or to limit anabolic processes. We have recently established that these atrophy-related ubiquitin ligases, as well as protein breakdown in general, are blocked by the growth-promoting IGF1/AKT pathway^8^,^9^. Members of the Forkhead Box (Fox) O family (FoxO1, 3 and 4), downstream targets of AKT, were identified as the main transcription factors regulating atrogin1 expression^8^. Importantly, we have also found that FoxO3 regulates autophagy coordinating the proteasomal-dependent removal of proteins with the autophagy-dependent clearance of organelles^2^,^10^. The use of FoxO1 knockout mice has established a role in muscle protein homeostasis showing partial protection from muscle loss during chronic kidney disease^11^. FoxO1 deficiency was associated with partial reduction in the expression of atrogin1, MuRF1 and the lysosomal enzyme, Cathepsin-L^11^,^12^. These studies linking FoxOs and muscle wasting prompted us to explore more fully the specific function of the entire FoxO family in skeletal muscle maintenance/loss and the potential for functional redundancy among the FoxO members and to illuminate the atrogene expression network focused on the identification of novel FoxO-dependent atrophy-related genes.

Here we show that specific deletion of FoxOs in skeletal muscles prevents muscle loss and force decline in response to fasting and denervation because the FoxO family is required for the induction of several atrophy-related genes. Moreover, we identify a novel ubiquitin ligase, named SMART (Specific of Muscle Atrophy and Regulated by Transcription), that plays a critical role in protein ubiquitination after denervation.

## Results

### Generation of a triple FoxO1,3,4 muscle-specific knockout

Since muscle wasting requires a transcriptional-dependent programme to induce the expression of a subset of genes and because FoxO family is sufficient to induce muscle atrophy, we generated mice with adult skeletal muscle-specific deletion of all three FoxO family members to unravel the role of this family in gene regulation and muscle adaptation during catabolic conditions. To that end, *FoxO1/3/4*-floxed mice (*FoxO1/3/,4*^*f/f*^) were crossed with a transgenic line expressing Cre recombinase under the control of muscle-specific MLC1f promoter (hereafter referred to as *FoxO1,3,4*^*−/−*^). PCR analysis confirmed deletion of the floxed sequence from genomic DNA extracted from skeletal muscle (Fig. 1a). Quantitative reverse transcription–PCR (RT–PCR) and Western blot analyses showed a significant decrease or elimination of *FoxO1*, *FoxO3* and *FoxO4* transcripts and proteins, respectively (Fig. 1b,c). Since FoxO4 is mainly expressed in striated muscles^13^, while FoxO1 and 3 are expressed in a variety of tissues, the traces of *FoxO1* and *3* messenger RNAs (mRNAs) come from endothelial, fibroblasts, macrophages and blood cells. Thus, we confirm a genetic model of muscle-specific inhibition of FoxO1,3,4 family.

### Triple FoxO1,3,4 deletion in muscle does not affect fibre type

*FoxO1,3,4*^*−/−*^ mice were indistinguishable in gross appearance from age-matched control *FoxO1,3,4*^*f/f*^ mice and histological analysis of adult muscles revealed normal muscle architecture and absence of myopathic features such as centrally nucleated fibres (Fig. 1d). Succinate dehydrogenase staining showed no major changes in distribution of small β-oxidative mitochondrial rich versus large glycolytic mitochondrial poor fibres (Fig. 1e). Since FoxOs are important for glucose homeostasis in liver, we monitored glycogen levels in muscle. PAS staining revealed an almost identical distribution of glycogen stores (Fig. 1f). Analyses of myosin heavy chain expression (Fig. 1g) and distribution (Fig. 1h) did not reveal any significant difference between wild-type and FoxO1,3,4 knockout mice. These findings support the view that FoxO deficiency does not affect fibre type determination and basal glucose homeostasis and is permissive for normal muscle function. Quantification of cross-sectional area of fast muscles (Tibialis Anterior (TA) and Gastrocnemius) did not show any significant difference between knockout and controls (Fig. 1i, Supplementary Fig. 1).

### FoxO inhibition prevents muscle loss and weakness

To further characterize the role of FoxO1,3,4 in skeletal muscles, we then analysed the phenotype of *FoxO1,3,4*^*−/−*^ mice under conditions of muscle wasting. Initially, we used fasting as a model of muscle loss since it is an established condition that induces nuclear translocation of FoxO members and their binding to target promoters^2^,^8^,^14^ (Supplementary Fig. 2) and we compared FoxO1,3,4 null muscles with controls. Importantly, FoxO1,3,4 knockout mice were completely spared from muscle loss after fasting (Fig. 2a, Supplementary Fig. 3). To understand whether sparing of muscle mass is also functionally relevant, we measured muscle force in living animals. While control fasted animals became significantly weaker than fed ones, *FoxO1,3,4*^*−/−*^ gastrocnemius muscles did not loose strength after fasting (Fig. 2b). Importantly the comparison of force/frequency curve of fasted wild-type versus fasted FoxO1,3,4 null muscle underlined the important protection achieved by the absence of FoxO family when nutrients are low or absent (Fig. 2c). These findings confirm that the absence of FoxO members prevents atrophy and profound weakening. To explain this profound effect on sparing force and muscle mass, we monitored the level of the contractile protein, myosin, when nutrients are removed. As expected, fasting induced an important reduction of myosin content in controls, while FoxO1,3,4 knockout were completely protected (Supplementary Fig. 4a). The maintenance of myosins in knockout is consequent to inhibition of protein ubiquitination (Supplementary Fig. 4b-c).

### FoxOs are critical for autophagy and protein ubiquitination

To explore the basis for sparing of muscle mass in absence of nutrients, we audited the signalling pathways linked to Insulin/IGF1 and energy. Interestingly, Akt, S6K and S6 phosphorylation, both in fed and fasted muscles, were reduced in knockout mice, while phosphorylation of 4EBP1, the other mTORC1 downstream target, was increased in FoxO-deficient TA muscle (Fig. 2d, Supplementary Fig. 5a). The energy–stress sensor AMPK and its downstream target ACC did not significantly differ from controls in fed and fasting conditions (Fig. 2d). Therefore, the changes in the pathways downstream energy and insulin/nutrients do not match with the important sparing of muscle mass in knockout mice when nutrients are absent.

Since the absence of nutrients is a potent stimulus for autophagy-dependent degradation and since FoxO is an inducer, while mTOR is a suppressor of autophagy–lysosome system, we checked the status of this system in *FoxO1,3,4*^*−/−*^ mice. We monitored LC3 lipidation, LC3-positive vesicles and autophagy flux in *FoxO1,3,4*^*f/f*^ and *FoxO1,3,4*^*−/−*^ mice. Fasting induced LC3 lipidation (Fig. 2e, Supplementary Fig. 5b) and vesicles formation (Fig. 2f) in control but not in FoxO-deficient muscles. Autophagy flux was monitored by treating animals with colchicine, an established inhibitor of microtubule-mediated delivery of autophagosome to lysosome^15^. The inhibition of autophagosome fusion to lysosomes led to accumulation of lipidated LC3 in controls but not in FoxO1,3,4-deficient muscles (Fig. 2g). In conclusion, during fasting, despite mTOR signalling being partially inhibited, autophagy enhancement is completely blocked in *FoxO1,3,4*^*−/−*^ muscle.

Absence of nutrients activates also the ubiquitin–proteasome system, leading to an increase of protein ubiquitination and, consequently, in proteasome-dependent degradation. Fasting resulted in an increase in both lysine-48 and lysine-63 poly-ubiquitinated proteins (Supplementary Fig. 4b,c), confirming an activation of the ubiquitination process in controls. Importantly, this increase was totally abolished in FoxO1,3,4 knockout mice.

### Half of the atrophy-related genes are under FoxO regulation

Since muscle atrophy is characterized by transcription-dependent regulation of atrogenes (atrophy-related genes) and FoxO deficiency protects from muscle loss, we sought to identify genes under FoxO regulation. Gene expression profiles of fed and fasted control and *FoxO1,3,4*^*−/−*^ muscles were compared with identify genes with blunted induction in the fasted *FoxO1,3,4*^*−/−*^ mice relative to controls. 

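The profiled muscle was the gastrocnemius of control mice (FoxO1,3,4 f/f) and of knockout mice that lack FoxO1, FoxO3 and FoxO4 in skeletal muscle, each fed or starved. The transcript of Foxo4 had a signal of 296.9 in fed and 291.3 in starved control muscle, against 31.3 and 34.3 in fed and starved knockout muscle. Foxo1 was at 303.8 in fed and 554.4 in starved control muscle, and at 185.2 and 165.5 in fed and starved knockout muscle. Foxo3 was at 250.1 and 477.8 in fed and starved control muscle and at 297.3 and 460.9 in fed and starved knockout muscle, and another Foxo3 probe set was at 172.1, 298.4, 215.2 and 306.1 in the same order. A probe set outside the deleted part of a gene cannot show its loss, and the place of the Foxo3 probe sets was not analysed here. The Foxo1 and Foxo4 signals go with the genotype given for each array.
RNA of 6 muscles from 3 mice was pooled per condition and each pool was hybridized to 1 Affymetrix mouse array, which makes 4 arrays and no replicate. The legend of Fig. 2h gives n = 4 muscles fed and 4 fasted, and the Methods give the pools of 3 mice, which are followed here. The sample labels give 24 h of starvation and call the control wild type, and the paper's account of the profiling gives no time. The authors summarized the probes of each gene into a MAS 5.0 signal, a brightness on a linear scale, and these signals were used as deposited. The median signal of the 45037 probe sets, leaving out Affymetrix controls, was 26.3 on the fed control array, 26.0 on the starved control array, 23.8 on the fed knockout array and 22.9 on the starved knockout array. A probe set was kept if it reached its array's median on at least 1 array, each gene was represented by its probe set with the highest mean signal, and a gene was called up or down at the paper's 1.5-fold threshold. Over the 12565 genes kept, the median log2 fold change on starvation was -0.11 in control and -0.06 in knockout muscle. With 1 array per condition no test was possible, and no difference below has a replicate check. The only scatter the arrays hold is that between probe sets of the same gene, and its SD for a log2 fold change in control muscle was 0.60 for the dimmest genes and 0.12 for the brightest. It does not include differences between mice.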

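Of the 18 atrogenes that rose at least 1.5-fold on starvation in control gastrocnemius, 17 had a smaller log2 fold change in knockout muscle, and Mt1 was the exception. Gadd45a, a stress gene linked to DNA repair, rose 5.71-fold in control muscle and had a ratio of 1.16 in knockout muscle. Ampd3, an AMP deaminase, rose 3.08-fold in control muscle and stood at 0.903 of its fed signal in knockout muscle. Trim63, which encodes the ubiquitin ligase MuRF1, went from 4465.1 to 10852.6 in control muscle and from 3510.1 to 4759.1 in knockout muscle. The lysosomal protease gene Ctsl rose 1.96-fold and the LC3 gene Map1lc3b 1.65-fold in control muscle, against 1.15 and 1.05 in knockout muscle.
The 30 genes that the paper names as atrogenes in its text and in Supplementary Table 1 were listed before the data were examined. Of these, 29 were analysed here, and 12 of the 18 that rose in control muscle stayed under 1.5-fold in knockout muscle. The other 6 rose in both genotypes. Fbxo32, which encodes atrogin1, rose 4.56-fold in control and 2.27-fold in knockout muscle. Eif4ebp1, an inhibitor of translation initiation, rose 4.27-fold and 1.72-fold, and the autophagy gene Gabarapl1 rose 4.14-fold and 1.60-fold in the same order. Tgif1, a repressor of Smad signalling, rose 3.99-fold in control and 1.80-fold in knockout muscle. Mt1, a metallothionein, rose 4.98-fold in control and 5.23-fold in knockout muscle, an order that turns with the mean over its probe sets. The log2 fold change was higher in control than in knockout muscle for 25 of the 29, whether the gene rose or fell. The median log2 fold change of the 29 genes was 0.69 in control muscle and 0.21 in knockout muscle, each at the 100.0th percentile of 10000 random lists of genes of like signal. The study chose these genes partly on the same arrays, so that their direction is not independent evidence. The median of the difference gene by gene, control minus knockout, was 0.59, at the 100.0th percentile of random lists, with the same limit. No test between the genotypes was possible, since each condition has 1 array. From induction that is blunted in the fasted knockout relative to controls, set against the list of known atrogenes, the paper concludes that a large part of the atrogenes need FoxO for their normal induction in fasting.

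**Figure D1:**
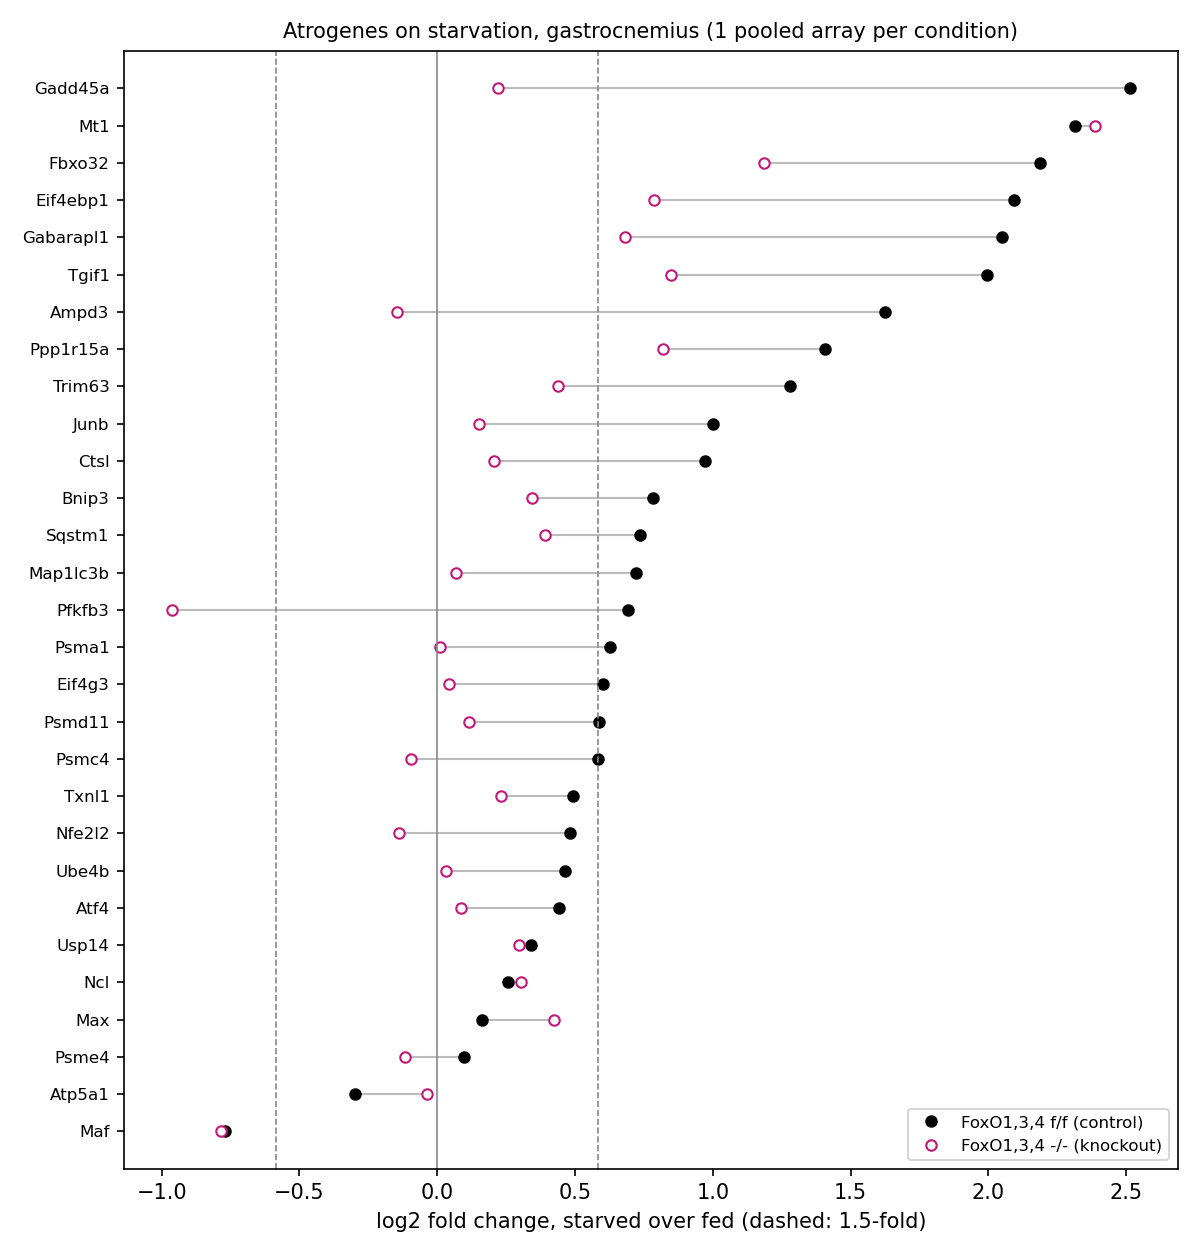
Log2 fold change on starvation of the 29 atrogenes measured, starved over fed signal, with filled points for control and open points for knockout gastrocnemius (1 pooled array per condition). Dashed lines mark 1.5-fold up and down; the open point lies to the left of the filled one for 25 genes.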

Cross-referencing with the list of known atrogenes^7^, these analyses revealed that 29 of the 63 atrophy-related genes require FoxO for their normal induction during fasting (Fig. 2h, Supplementary Fig. 10). Quantitative RT–PCR confirmed that 26 of the atrophy-related genes were not induced in FoxO null muscles during fasting (Fig. 3). Consistent with morphology and force measurements, the induction of genes involved in protein breakdown was completely blocked in knockout mice. In fact both the ubiquitin system including the ubiquitin ligases (*Atrogin1* and *MuRF1*), the ubiquitin gene (*UBC*), the de-ubiquitinating enzyme (*USP14*), the E3/E4 enzyme (*Ube4b*), several proteasome subunits (*Psme4/PA200, Psma1, Psmc4/Rpt3* and *Psmd11/Rpn6*) as well as the autophagy-related genes (*LC3, Gabarapl, Bnip3, Cathepsin L* and *p62/SQSTM1*) were completely blocked in *FoxO1,3,4*^*−/−*^ mice. Other pathways that are inhibited in knockout muscles are related to the unfolded protein response (*ATF4* and *GADD34*), protein synthesis (*4EBP1* and *eIF4g*), transcription regulators that negatively control Smad2/3 (*TGIF*) or positively affect Myc (*MAX*), DNA repair/chromatin remodelling (*GADD45α*) and ribosome transcription/maturation/assembly (*Nucleolin*). Expression of genes that are related to oxidative stress were more variable; *Nrf2/Nfe2l2* was not affected by FoxO deletion, while *Thioredoxin* was suppressed and *Metallothionein1* was significantly induced in the absence of FoxO factors.

Western blot analyses of some atrogenes involved in autophagy (p62, Gabarapl and Bnip3), chromatin remodelling/DNA repair (GADD45α), protein synthesis (4EBP1) and ubiquitin–proteasome confirmed their upregulation during fasting in control animals but not in FoxO1,3,4 knockout (Supplementary Fig. 6).

### Inducible FoxOs loss phenocopies the conditional knockout

To corroborate our findings, we also explored the impact of somatic deletion of FoxO in the adult via a tamoxifen-inducible muscle-specific FoxO knockout model. Following documentation of tamoxifen-induced deletion of FoxOs (Supplementary Fig. 7), we assessed muscle loss during fasting by monitoring muscle mass and muscle force. Similar to the above, we found that somatic deletion of FoxO1,3,4 prevented muscle loss (Fig. 4a) and muscle weakness during fasting (Fig. 4b). Consistent with the conditional knockout, Akt activation and LC3 lipidation was reduced in FoxO knockout when compared with controls (Fig. 4c). Autophagy flux measurements confirmed that FoxOs are required for autophagy induction (Fig. 4d). We then tested whether inhibition of FoxO members in adulthood blocked the activation of the atrogenes. Indeed, we confirmed most of the data obtained by the conditional FoxO1,3,4 knockout (Supplementary Fig. 8). The fact that two different FoxO1,3,4 knockout mice resulted in comparable biological effects strongly supports the conclusion that the FoxO family is a master regulator of the atrophy programme under low nutrient conditions.

### FoxOs directly regulate atrophy-related genes

To determine whether the regulation of these atrogenes requires direct binding of FoxO transcription factors to their promoters and to identify the binding sites we performed chromatin immunoprecipitation (ChIP) experiments on fasted muscles of *FoxO1,3,4*^*f/f*^. We also used *FoxO1,3,4*^*−/−*^ as a negative control to validate the specificity of the immunoprecipitation. FoxO3 was recruited to almost all of the promoters so far analysed (Fig. 4e). We then asked whether the activation of these genes is strictly dependent on FoxO3 or whether other FoxO members can bind the same promoter region. We could immunoprecipitate FoxO1 but not FoxO4 because we did not find any ChIP grade antibody that was specific for FoxO4 without crossreacting with other FoxOs. Interestingly, FoxO1 was found to be significantly recruited to some promoters such as *MuRF1*, *p62*, *Cathepsin L* and *TGIF* (Fig. 4f). This finding suggests that regulation of some genes is shared by different FoxO members, while others preferentially recruit FoxO3.

### FoxOs are required for denervation-dependent atrophy

To further determine whether the role of FoxO1,3,4 is critical in different catabolic conditions, we then used denervation as another model of muscle atrophy. Quantification of fibre size revealed that FoxO-deficient muscles were partially protected from atrophy (Fig. 5a, Supplementary Fig. 9). When we monitored muscle force, we confirmed the histological data. Soleus muscle of FoxO1,3,4 knockout mice generated higher strength than controls in the basal condition (Fig. 5b) and FoxO deletion was able to partially prevent weakness and maintain the same force of innervated *FoxO1,3,4*^*f/f*^ (Fig. 5b,c). The decrease of force in denervated FoxO1,3,4-deficient soleus muscle is related to the presence of FoxO proteins in type I fibres that can promote protein breakdown in these myofibres. It is important to emphasize that the type I fibres express FoxOs because the promoter (MLC1f) driving the expression of Cre recombinase is active in type II fibres and not in type I fibres. However, comparison of the force/frequency curves of denervated wild-type versus denervated FoxO1,3,4 null soleus muscles underlines the important protection conferred by the absence of FoxO family when nerve is damaged (Fig. 5c). Analyses of signalling confirmed the downregulation of P-AKT in knockout muscles. Denervation induced an increase of total and phospho-4EBP1 protein in *FoxO1,3,4*^*f/f*^ but not in *FoxO1,3,4*^*−/−*^ muscle (Fig. 5d). The changes in the phosphorylation of 4EBP1 were not ascribed to activation of the cellular energy sensor AMPK, revealed by checking its phosphorylation level or the downstream target ACC. In contrast to fasting, the autophagy system was mildly affected by the absence of FoxOs. Indeed, LC3 lipidation was slightly decreased in *FoxO1,3,4*^*−/−*^ compared with controls after denervation (Fig. 5e). However, and consistent with fasting, the transcriptional upregulation of *p62/SQSTM1* in denervated muscles was greatly attenuated (Figs 5e and 6). When we tested the expression of the different atrophy-related genes, we found only a partial suppression of these genes (Fig. 6). Interestingly, the lists of FoxO-dependent genes during denervation and fasting do not completely overlap (Supplementary Fig. 10). For instance, the ROS detoxifying factor, *Nrf2/Nfe2l2*, was not affected by FoxO deletion in fasting, while it was less activated in denervated FoxO1,3,4 null muscles. Therefore, FoxO family members are necessary for muscle loss but their involvement in the atrophy programme depends on the catabolic condition.

### FoxO members are redundant

Since all FoxO members are expressed in muscles and are under AKT regulation, we investigated whether they play synergistic roles or have specific functions. To address this point, we generated muscle-specific individual FoxO knockout animals. We used denervation as a model of muscle atrophy. Deletion of FoxO1 did not protect from muscle atrophy (Fig. 7a, Supplementary Fig. 11). However the presence of FoxO1 is required for the optimal induction of several atrophy-related genes including *MuRF1, Cathepsin L, Gabarap L, GADD45a* and *TGIF* (Supplementary Fig. 12).

Inhibition of FoxO3 led to a small but significant protection from denervation-induced muscle atrophy (Fig. 7b). The protection was mainly achieved in oxidative fibres (Supplementary Fig. 13). Interestingly, when we checked the level of gene expression we found that *FoxO4* was strongly downregulated in *FoxO3*^*−/−*^ mice (Supplementary Fig. 14). Optimal expression of *Gabarapl, 4EBP1, Maf, Gadd45α, Pfkf3* and *Txn1* requires the presence of FoxO3 (Supplementary Fig. 14).

Ablation of FoxO4 did not significantly protect myofibres from atrophy after denervation (Fig. 7c and Supplementary Fig. 15) and did not reduce the expression of any atrogenes with the exception of a slight reduction of *GADD45α* and *Thioredoxin* (Supplementary Fig. 16).

### FoxOs regulate a novel set of ubiquitin ligases

To explain why inhibition of FoxO3 slightly reduced muscle atrophy despite the limited effects on induction of the atrophy-related genes, we looked for novel genes that might be involved in protein breakdown and that are selectively regulated by this FoxO member in denervated muscles. When we looked at the gene expression profiles in fasted muscles of FoxO1,3,4 knockout mice, we noticed a group of ubiquitin ligases that were upregulated in *FoxO1,3,4*^*f/f*^ but not in *FoxO1,3,4*^*−/−*^ mice. This set of ubiquitin ligases includes *MUSA1*, a novel E3, that we have recently found to be critical in muscle atrophy^16^, *Fbxo31*, an E3 of SCF family involved in cyclinD degradation and tumour suppression^17^, *Itch*, a HECT-type ubiquitin ligase that regulates the half-life of transcription factors such as JunB, c-Jun and p63^18^, and, finally, *Fbxo21*, a gene of unknown function but that contains an F-box motif and that we re-named *SMART*.

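Of these 4 ubiquitin ligases, MUSA1 and Fbxo31 rose on starvation in control muscle and stayed under 1.5-fold in knockout muscle on the probe sets with the highest signal. MUSA1, listed as Fbxo30, went from 150.6 to 431.6 in control muscle, which is 2.87-fold, and from 116.9 to 118.2 in knockout muscle. Fbxo31 went from 489.3 to 828.5 in control muscle, which is 1.69-fold, and from 473.5 to 525.2 in knockout muscle. SMART, listed as Fbxo21, went from 136.5 to 179.4 in control muscle, a ratio of 1.31, and from 129.5 to 123.9 in knockout muscle. Itch went from 285.1 to 299.1 in control muscle, a ratio of 1.05, and from 220.1 to 228.7 in knockout muscle.
The probe sets of these genes differed. The dimmer SMART probe set went from 29.3 to 54.9 in control muscle, which is 1.87-fold, with a ratio of 1.02 in knockout muscle. A dim Itch probe set went from 28.7 to 48.5 in control muscle, which is 1.69-fold, with a ratio of 1.08 in knockout muscle, and another dim one went from 25.2 to 21.7 in control muscle. The 4 probe sets of MUSA1 had log2 fold changes from 0.34 to 1.52 in control muscle and from -0.18 to 0.49 in knockout muscle. The one with the highest mean signal owes its place to the starved control array. On the other 3 arrays another MUSA1 probe set was brighter, at 155.6, 129.6 and 132.5 on the fed control, fed knockout and starved knockout array, and it had a ratio of 1.27 in control muscle. The dimmer probe set of Fbxo31 had a log2 fold change of 1.32 in control and 0.24 in knockout muscle. With the mean over all probe sets of a gene, 3 of the 4 ligases were up in control and blunted in knockout muscle. With the threshold at 2-fold only 1 was, as with the probe set of the highest fed signal, a choice made after the data were seen, under which MUSA1 is not called.
In the wider list of 20 ubiquitin ligases of muscle measured, 5 rose and none fell at 1.5-fold in control muscle, and 2 rose in knockout muscle. The median log2 fold change of the list was 0.38 in control and 0.13 in knockout muscle, at the 100.0th and 99.9th percentile of random lists of like signal. The log2 fold change was higher in control muscle for 11 of the 20, and the median of the difference gene by gene was 0.0094, at the 80.7th percentile. The study picked Fbxo32, Trim63, MUSA1, Fbxo31, SMART and Itch of this list partly on these arrays, and Cblb is the only one of the 5 that rose outside these, so that the list's direction is not independent evidence. Without these 6 genes the medians were 0.15 in control and 0.13 in knockout muscle. Mul1, a mitochondrial ligase, had a log2 fold change of 0.58 in control and -0.13 in knockout muscle.

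**Figure D2:**
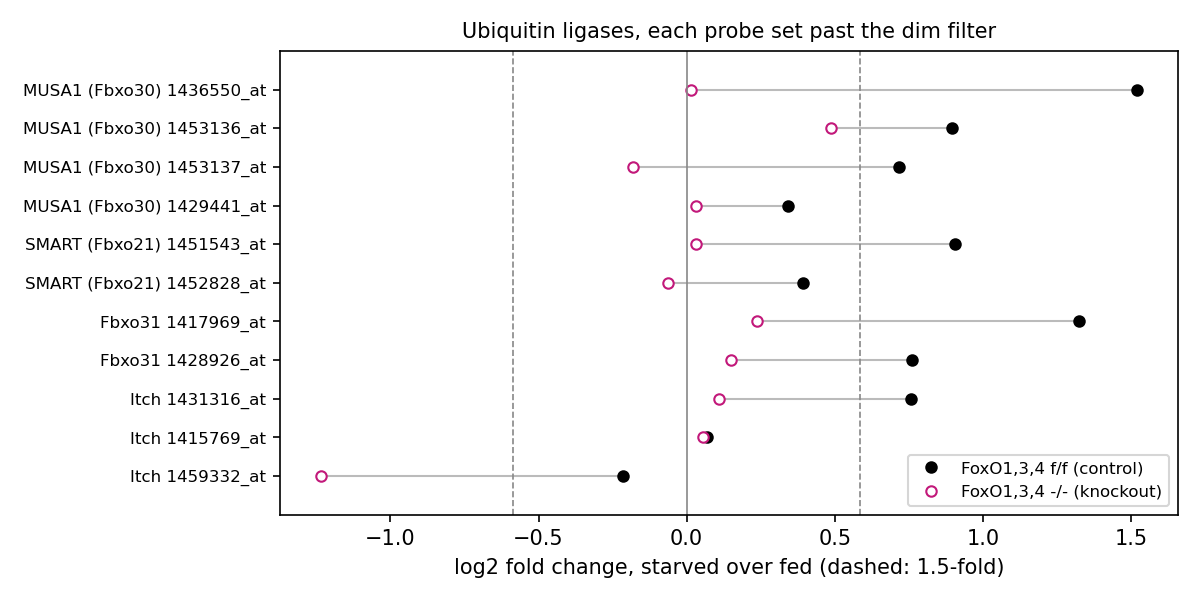
Log2 fold change on starvation for each probe set of MUSA1, SMART, Fbxo31 and Itch past the filter on dim signals, with filled points for control and open points for knockout gastrocnemius (1 pooled array per condition). Dashed lines mark 1.5-fold; the values in control muscle run from -0.22 for an Itch probe set to 1.52 for a MUSA1 probe set.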

By quantitative RT–PCR, we could validate that upregulation of *MUSA1, SMART* and *FbxO31*, but not *Itch*, is blunted or partially blocked in fasted or denervated muscles of FoxO1,3,4, knockout mice (Fig. 7d,e). To further prove that the FoxO family is sufficient for their expression, we overexpressed FoxO3 in myotubes and we checked the expression of these E3s. Interestingly, FoxO3 was sufficient to induce the expression of *MUSA1* but not the other ubiquitin ligases (Supplementary Fig. 17). We then analysed the promoter regions of these genes and checked whether endogenous FoxO1 and FoxO3 directly bind these regions. ChIP experiments on fasted muscle confirmed that both FoxO1 and FoxO3 bind to the promoters of *MUSA1* and *SMART* (Fig. 7f,g). However, we did not find any significant recruitment of FoxOs on *Itch* and *Fbxo31* promoters (Fig. 7f,g).

We checked whether expression of these ubiquitin ligases was suppressed in denervated muscles of the single FoxO knockout mice. Interestingly, FoxO3 deletion completely blunted the induction of *SMART* while ablation of the other FoxO members did not elicit any effect on the upregulation of these ubiquitin ligases (Fig. 7h–j). Therefore, FoxO3 is the main regulator of SMART in denervated muscles and inhibition of SMART may explain the partial protection of FoxO3 null muscles after denervation (Fig. 7b and Supplementary Fig. 13).

### SMART is a novel E3 ligase required for muscle atrophy

IP experiments confirmed that SMART forms an SCF complex with Skp1, Cullin1 and Roc1 (Fig. 8a) and therefore belongs to the SCF family of E3 ligases. To confirm the role of SMART in promoting atrophy during denervation, we knocked down SMART in TA *in vivo*. Four different short hairpin RNAs (shRNAs) have been tested to specifically reduce SMART protein levels (Supplementary Fig. 18a), three of which efficiently knocked down SMART. Next, we transfected oligo 4 into innervated and denervated muscles. These shRNAs did not affect the expression of the other atrophy-related ubiquitin ligases, MUSA, MuRF1 and atrogin1 both at protein and mRNA level (Supplementary Fig. 18b, Fig. 8b). Importantly, SMART inhibition significantly protected denervated muscles from atrophy (Fig. 8c). This sparing is due to the fact that by blocking SMART we greatly reduced protein ubiquitination in denervated muscles (Fig. 8d, Supplementary Fig. 18c). Therefore, we have identified *SMART* as an additional critical gene whose upregulation is required for atrophy, yet must be carefully controlled to avoid excessive protein breakdown. In conclusion, our findings underline the concept that FoxO members are the master regulatory factor for protein homeostasis during catabolic conditions.

## Discussion

FoxOs are involved in a variety of biological process such as autophagy, apoptosis, ROS detoxification, glucose metabolism, DNA repair, cell cycle, stem cell maintenance and longevity^19^,^20^. Our work and that of others has shown that muscle atrophy is regulated by a transcription-dependent process that requires the expression of atrogenes. The transcription factors that orchestrate this complex gene network are still largely unknown but our findings highlight the FoxO family as one of the most important regulators. The finding that different genes involved in different pathways, including several ubiquitin ligases and proteasome subunits, are under FoxO regulation, is an important step towards the understanding of FoxO-dependent adaptation to stress such as nutritional deprivation. For instance, one of the most important adaptive responses that is induced to maintain cellular survival under stress conditions is autophagy^21^. Our data from different knockout mice highlight the concept that FoxOs are required to sustain autophagic flux under low nutrients and dominate mTOR signalling on autophagy regulation. It is worth underlining that FoxO deletion does not affect basal autophagic flux and indeed the knockout mice do not show any overt pathological phenotype that may resemble the features of muscle-specific Atg7 knockout mice^22^. This is in contrast with the phenotype of TSC1 knockout mice, which display hyperactivation of the mTORC1 pathway leading to inhibition of basal autophagic flux and resulting in a myopathic phenotype^23^. Altogether these findings suggest that basal autophagy is controlled by mTOR and not by FoxOs, while induction and maintenance of high autophagic flux for hours/days is entirely dependent on the FoxO family. Indeed, deletion of FoxO both in a muscle-specific manner and in an inducible muscle-specific manner resulted in suppression of autophagy during fasting in face of mTOR inhibition. Importantly, the demonstration that deletion of a single FoxO member is not sufficient to prevent muscle loss and autophagy activation supports the conclusion that there is significant redundancy among family members.

Among the family members, FoxO3 deletion is less compensated by the other factors suggesting that FoxO3 is the most critical factor for the atrophy programme. Interestingly, the sparing of muscle mass in the single knockout is not only due to an effect on the classical ubiquitin ligase atrogin1 and MuRF1 but is due to FoxO action on a different set of ubiquitin ligases. Indeed we have identified a group of novel ubiquitin ligases that are regulated by FoxO. Among the novel E3s, we identified a gene that encodes an F-box protein (FbxO21) whose function was completely unknown and that we named SMART. Gain- and loss-of-function experiments showed that FoxOs are required for SMART regulation and ChIP experiments revealed that FoxO1 and FoxO3 are recruited on the promoter. However, deletion of FoxO3 and not of FoxO1 completely blunted *SMART* induction after denervation, suggesting that *SMART* is mainly under FoxO3 regulation. However, when we overexpressed FoxO3 only *MUSA1* was induced, suggesting that FoxO3 is required for *SMART* induction but not sufficient and that other transcription factors are therefore involved in its regulation.

MUSA1 is a novel ubiquitin ligase that we found to be critical for muscle atrophy during denervation and fasting. Indeed, RNAinterference (RNAi)-mediated inhibition of MUSA1 expression, *in vivo,* in denervated muscles, spares muscle mass. Conversely, excessive MUSA1 induction exacerbates muscle loss causing muscle cachexia^16^. Expression of MUSA1 is regulated by Smad transcription factors^16^ in denervated muscles. The possibility that Smads and FoxO cooperate to promote MUSA1 expression is consistent with the finding that Smads require FoxO for the regulation of specific target genes. Therefore, it is possible that Smads are the partners of FoxO and both are required for the optimal activation of the atrogenes, at least during denervation. However, during fasting most of the atrophy-related genes are completely dependent on FoxO. In addition to the FoxO-dependent regulation of different ubiquitin ligases, it is important to emphasize that several proteasome subunits, ubiquitin C and the de-ubiquitinating enzyme USP14 are also controlled by FoxOs. These genes are critical in several steps of ubiquitination and proteasome-dependent degradation and might have an important role in control of protein degradation. For instance, it has recently been reported that expression of PSMD11 in human stem cells is sufficient to increase proteasome assembly and activity and, in *C. elegans*, a PSMD11 homologue induces resistance to oxidative stress and poly-glutamine aggregation and extends lifespan^24^.

Further work is needed to understand the interplay between the autophagy–lysosome and ubiquitin–proteasome systems in the context of different catabolic or even anabolic conditions, however, this work sets out the fundamentals for understanding the regulation of proteostasis in striated muscles.

## Methods

### Generation of muscle-specific FOXO1,3,4 knockout mice

Mice bearing *FoxO1,3,4*-floxed alleles (*FoxO1,3,4*^*f/f*^) 25 were crossed with transgenic mice expressing Cre either under the control of a Myosin Light Chain 1 fast promoter (*MLC1f-Cre*)^2^,^26^ or with transgenic expressing a *Cre-ER* driven by human skeletal actin promoter^27^. Genomic DNA isolated from *FoxO1,3,4*^*f/f*^ mice was subjected to PCR analysis. Cre-mediated recombination was confirmed by PCR with genomic DNA from gastrocnemius muscles using the primers Cre forward: 3′-CACCAGCCAGCTATCAACTCG-5′ and Cre reverse: 3′-TTACATTGGTCCAGCCACCAG-5′. Tamoxifen-inducible Cre was activated by special tamoxifen diet (*Tam400/Cre-ER Harlan*) or by i.p. Tamoxifen injection.

The genotyping analysis for each specific FoxO member was performed with the combination of the following primers: FoxO1 forward: 3′-GCT TAG AGC AGA GAT GTT CTC ACA TT-5′, FoxO1 reverse1: 3′-CCA GAG TCT TTG TAT CAG GCA AAT AA-5′, FoxO1 reverse2: 3′-CAA GTC CAT TAA TTC AGC ACA TTG A-5′, FoxO3 forward1: 3′-AGA TTT ATG TTC CCA CTT GCT TCC T-5′, FoxO3 forward2: 3′-TGC TTT GAT ACT ATT CCA CAA ACC C-5′, FoxO3 reverse: 3′-ATT CCT TTG GAA ATC AAC AAA ACT-5′, FoxO4 forward1: 3′- TGA GAA GCC ATT GAA GAT CAG A-5′, FoxO4 forward2: 3′-CTA CTT CAA GGA CAA GGG TGA CAG-5′, FoxO4 reverse: 3′-CTT CTC TGT GGG AAT AAA TGT TTG G-5′.

### Animals and *in vivo* transfection experiments

Animals were handled by specialized personnel under the control of inspectors of the Veterinary Service of the Local Sanitary Service (ASL 16—Padova), the local officers of the Ministry of Health. Mice were housed in individual cages in an environmentally controlled room (23 °C, 12-h light–dark cycle) with *ad libitum* access to food and water. All procedures are specified in the projects approved by the Italian Ministero Salute, Ufficio VI (authorization numbers C65) and by the Ethics Committee of the University of Padova. All experiments were performed on 2- to 4-month-old male (28–32*g*) and female mice (25–28*g*); mice of the same sex and age were used for each individual experiment. *In vivo* transfection experiments were performed by i.m. injection of expression plasmids in TA muscle followed by electroporation^8^. For fasting experiments, control animals were fed *ad libitum*; food pellets were removed from the cages of the fasted animals. Denervation was performed by cutting the sciatic nerve of the left limb, while the right limb was used as control. Muscles were removed at various time periods after transfection and frozen in liquid nitrogen for subsequent analyses.

### Gene expression analyses

Total RNA was prepared from TA muscles using Promega SV Total RNA Isolation kit. Complementary DNA (cDNA) generated with Invitrogen SuperScript III Reverse Transcriptase was analysed by quantitative real-time RT–PCR using Qiagen QuantiTect SYBR Green PCR Kit. All data were normalized to GAPDH and actin expression. The oligonucleotide primers used are shown in Supplementary Table 1.

### Plasmids and antibodies for Western blot

*In vivo* transfection experiments used the yellow fluorescent protein (YFP)–LC3^2^ and Fbxo21SMART-V5 plasmids. For the cloning of mouse *Fbxo21/SMART* gene, muscle cDNA was amplified by PCR using the primers forward: 3′-ACCATGGCGTCGGTAGCGGGGGACA-5′ and reverse: 3′-CTCGGCTGTGTCCTCCTTTGCACTG-5′.

The amplified sequence was cloned into pcDNA3.1/V5-His TOPO TA (Invitrogen) expression vector and sequenced. The list of the antibodies is described in Supplementary Table 2.

Uncropped blots are shown in Supplementary Fig. 19.

### *In vivo* RNAi

*In vivo* RNAi experiments were performed using at least three different sequences for each gene(Invitrogen BLOCK-iTTM Pol II miR RNAi Selected). The sequences are shown in Supplementary Table 3. For the validation of shRNA constructs, MEF cells were maintained in DMEM/10% FBS and transfected with shRNA constructs using Lipofectamine 2000 (Invitrogen). Cells were lysed 24 h or 48 h later and immunoblotting was performed.

### Gene expression profiling

For each of the 4 conditions (*FoxO1,3,4*^*f/f*^ fed or starved and *FoxO1,3,4*^*−/−*^ fed or starved), we collected the gastrocnemius muscles of three mice thus yielding six muscles per condition.

RNA was prepared from these muscles using the TRIzol method (Life Technologies) followed by cleanup with the RNeasy kit (Qiagen). RNA concentration was determined by spectrophotometry and quality of the RNA was monitored using the Agilent 2100 Bioanalyzer (Agilent Technologies). RNA of the six muscles per condition was pooled equimolarly and used for further microarray analysis. cRNA was prepared, labelled and hybridized to Affymetrix Mouse Genome 430 2.0 Arrays using Affymetrix-supplied kits and according to standard Affymetrix protocols. Expression values were summarized using the Mas 5.0 algorithm. Genes that were up or downregulated on starvation compared with the fed condition were determined using Excel software. 

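More genes passed 1.5-fold on starvation in control than in knockout gastrocnemius, a difference that was not tested. Of the 12565 genes past the filter on dim signals, 1157 were up and 1785 down at 1.5-fold in control muscle, and 925 were up and 1187 down in knockout muscle. The balance depends on the scaling of the arrays and turns in knockout muscle, with 1060 up and 995 down when scaled to the same median and 1093 up and 976 down after quantile normalization. In control muscle the counts were 1210 up and 1713 down, and 1349 up and 1470 down, in the same order. Both genotypes shared 330 genes that rose, where independent lists of these sizes would share 85.2, and 490 that fell, where independent lists would share 168.6. In opposite directions, 103 rose in control and fell in knockout muscle and 172 the reverse, where independent lists would share 109.3 and 131.4. The 172 include hair shaft genes. Of 53 of these measured, 49 were higher on both the fed control and the starved knockout array than on both others. The overlaps were not counted without them, so the excess over 131.4 cannot be assigned to other genes. Across genes, which are not independent replicates, the log2 fold changes of the genotypes had a Spearman correlation of 0.34 and a Pearson correlation of 0.02. Without hair shaft and epidermis genes, a list chosen after the data were seen, these were 0.36 and 0.24. A total of 827 genes rose in control muscle and stayed under 1.5-fold in knockout muscle, and 595 rose in knockout muscle and stayed under 1.5-fold in control muscle. Among genes that reached the 75th percentile of an array these counts were 359 and 131.
The genes named next for the size of their change reached the 75th percentile of an array compared and changed in 1 direction on all their probe sets past the filter, and dimmer genes with larger ratios are left out. Outside skin genes, the log2 fold change of Depp1 in control muscle was 4.34 and the log2 fold change of Depp1 in knockout muscle was 1.57, or 3.92 and 0.81 on the probe set of this FoxO-induced gene with the highest fed signal. The acyl-CoA thioesterase gene Acot1 had 3.35 and 3.32, Ddit4, an inhibitor of mTOR signalling, 3.30 and 2.00, and Acot2 3.24 and 3.00. Cebpd, a transcription factor induced by glucocorticoids, rose by 3.22 and 1.45. Vnn1 rose by 3.12 and 1.87, Arrdc2 by 2.82 and 1.08, and Slc7a2, a transporter of cationic amino acids, by 2.77 and 0.60. Among the falls, Ky had a log2 fold change of -3.62 in control and -1.37 in knockout muscle, and Sema6c -3.04 and -1.27. Aqp4, the water channel of fast fibres, had -2.76 in control and 0.08 in knockout muscle, and Tfrc, the transferrin receptor, had -2.59 and -0.77. Fasn, fatty acid synthase, fell in both genotypes, with -2.68 and -2.51, and Plcd4 with -2.64 and -1.56.
Chac1, a glutathione-degrading enzyme induced by ATF4, had a log2 fold change of 2.14 in control and -0.49 in knockout muscle. Zfp932 had 2.16 and -0.15, Fos 1.50 and -1.30, and Pttg1 -0.19 and -4.08. Genes of skin and hair stood apart. The hair shaft gene Krt25 had a signal of 252.9 on the fed control array and 318.5 on the starved knockout array, against 6.9 on the starved control array and 18.2 on the fed knockout array, and S100a3, Krtap15 and Prr9 were likewise higher on both of the former arrays than on both of the latter. The epidermal gene Lor was at 12.5 on the fed control array and between 131.5 and 177.5 on the others. Without the hair shaft and epidermis genes, the counts were 1137 up and 1733 down in control muscle and 870 up and 1182 down in knockout muscle.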

A threshold of 1.5 was used for the fold up or downregulation consistent with the fold change that can be reliably detected with these type of arrays.

### *In vivo* ChIP assay

We performed ChIP assay in adult skeletal muscles using the Magna ChIP A/G Chromatin Immunoprecipitation Kit (Millipore)^2^,^28^. Soluble chromatin was co-immunoprecipitated with rabbit polyclonal anti-FKHRL1 (FoxO3) sc-11351X (Santa Cruz Biotechnology), rabbit polyclonal anti-FKHR (FoxO1) sc-11350X (Santa Cruz Biotechnology) or an equal amount of normal rabbit IgG, sc-2027 (Santa Cruz Biotechnology). After decrosslinking of the DNA, samples were subjected to quantitative RT–PCR. The oligonucleotide primers used are shown in Supplementary Table 4. The regions of amplification contain the FOXO-binding sites for the promoter studied.

### Immunoblotting and IP

Frozen gastrocnemius muscles were powdered by pestle and mortar and lysed in a buffer containing 50 mM Tris pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 10% glycerol, 2% SDS, 1% Triton X-100, Roche Complete Protease Inhibitor Cocktail, 1 mM PMSF, 1 mM NaVO_3_, 5 mM NaF and 3 mM β-glycerophosphate. The lysis buffer used for MEF and C2C12 cells contained 50 mM Tris pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 10% glycerol, 1 mM EDTA, 0.5% Triton X-100 and the protease inhibitors listed above. Alternatively, lysis buffer contained 50 mM Tris HCl pH 7.2, 250 mM NaCl, 2% NP40, 0.1% SDS, 0.5% sodium deoxycholate 2.5 mM, EDTA pH8 with anti-phosphatase and anti-protease. The samples were immunoblotted and visualized with SuperSignal West Pico Chemiluminescent substrate (Pierce). Blots were stripped using Restore Western Blotting Stripping Buffer (Pierce) according to the manufacturer's instructions and reprobed if necessary. For Myosin analysis, gastrocnemius muscles were homogenized in myosin extraction buffer containing 1 M Tris pH 6.8, 10% SDS and 80% glycerol. SDS–PAGE was performed using polyacrylamide gel with a high glycerol concentration, which allows the separation of MYH isoforms. Myosins were identified with Coomassie blu staining.

For co-IP experiment C2C12 muscle cell lines were transfected with V5-SMART, HA-Skp1, FLAG-Cul1 and FLAG-Roc1 expression plasmids. After 24 h, cells were lysed in a buffer containing 50 mM Tris pH 7.5, 100 mM NaCl, 5 mM MgCl2, 1 mM DTT, 0.5% Triton X-100, protease and phosphatase inhibitors. About 1 mg of total protein was incubated at a ratio of 1:100 with the mouse monoclonal anti-FLAG antibody or non specific mouse IgG along with 30 μl of Protein A/G PLUS-Agarose sc-2003 (Santa Cruz Biotechnology) overnight at 4 °C. The beads were then washed three times with PBS plus Roche Complete Protease Inhibitor Cocktail 1X and were finally resuspended in 30 μl LDS Sample Buffer 1 × (NuPAGE Life Technolohy) and 50 mM DTT to be further analysed by Western blotting.

### Histology and microscopy

Cryosections of transfected TA muscles were examined in a fluorescence microscope Leica DM5000B equipped with a Leica DFC300-FX digital charge-coupled device camera by using Leica DC Viewer software. Cryosections of TA were stained for haematoxilin and eosin and as well as for Succinate dehydrogenase and Periodic acid-Schiff. Cross-sectional area was measured using ImageJ software in at least 400 transfected fibres and compared with the area of age-matched control.. The fibre diameter was calculated as caliper width, perpendicular to the longest chord of each myofibre. The total myofibre number was calculated from entire muscle section based on assembled mosaic image ( × 20 magnification). Fibre typing was determined by immunofluorescence using combinations of the following monoclonal antibodies: BA-D5 that recognizes type 1 MyHC isoform and SC-71 for type 2A MyHC isoform. Images were captured using a Leica DFC300-FX digital charge-coupled device camera by using Leica DC Viewer software, and morphometric analyses were made using the software ImageJ 1.47 version.

### LC3-vesicle quantification

Cryosections of fed and 30-h fasted muscles from control and *FoxO1,3,4*^*−/−*^ mice that were transfected *in vivo* with YFP–LC3 were examined using an epifluorescence Leica DM5000B microscope equipped with a Leica DFC300-FX digital charge-coupled device camera by using Leica DC Viewer software. The fluorescent dots were counted and normalized for cross-sectional area.

### Autophagic flux quantification

We monitored autophagic flux in 30 h of starvation using colchicine^15^. Briefly MLC *FoxO1,3,4*^*−/−*^ and *FoxO1,3,4*^*f/f*^ mice were treated with 0,4 mg kg^−1^ colchicine or vehicle by i.p. injection and starved. The treatment was repeated at 15 h prior to muscle harvesting.

### Adenovirus production and myotube transfection

*FOXO3* was cloned into a shuttle vector pAdTrack-CMV, which contains green fluorescent protein (GFP) under the control of a separate promoter. C2C12 mouse myoblasts were cultured in DMEM 10% FCS until the cells reached confluence. The medium was then replaced with DMEM 2% horse serum (‘differentiation medium') and incubated for 4 days to induce myotube formation before proceeding with experiments. For infection, myotubes were incubated with adenovirus at a multiplicity-of-infection of 250 in differentiation medium for 18 h, and then the medium was replaced. The infection efficiency was typically >90%.

### Muscle physiology

To determine force and contraction kinetics of gastrocnemius, mice were anesthetized by a mixture of Xylor and Zoletil, and a small incision was made from the knee to the hip, exposing the sciatic nerve. Before branching of the sciatic nerve, TeflonTM-coated 7 multistranded steel wires (AS 632; Cooner Sales, Chatsworth, CA, USA) were implanted with sutures on either sides of the sciatic nerve. To avoid recruitment of the ankle dorsal flexors the common peroneal nerve was cut. Torque production of the stimulated plantar flexors was measured using a muscle lever system (Model 305C; Aurora Scientific, Aurora, ON, Canada).

*Ex vivo* force measurements on soleus muscles were performed by dissecting it from tendon to tendon under a stereomicroscope and subsequently mounting between a force transducer (KG Scientific Instruments, Heidelberg, Germany) and a micromanipulator-controlled shaft in a small chamber, in which oxygenated Krebs solution was continuously circulated and temperature was maintained at 25 °C. The stimulation conditions were optimized, and the length of the muscle was increased until force development during tetanus was maximal.

Data were analysed using the PowerLab system (4SP, ADInstruments) and software (Chart 4, ADInstruments). The sciatic nerves were stimulated using supramaximal square wave pulses of 0.1-ms duration. Force generation capacity was evaluated by measuring the absolute maximal force that was generated during isometric contractions in response to electrical stimulation (frequency of 75–150 Hz, train of stimulation of 500 ms). Maximal isometric force was determined at L0 (length at which maximal tension was obtained during the tetanus). Force was normalized to the muscle mass as an estimate of specific force. Following force measurements, animals were killed by cervical dislocation and muscles were dissected, weighed and frozen in liquid nitrogen or in isopentane precooled in liquid nitrogen.

### Statistical analysis and general experimental design

The sample size was calculated using size power analysis methods for *a priori* determination based on the s.d., and the effect size was previously obtained using the experimental methods employed in the study. For animal studies, we estimated sample size from expected number of knockout mice and littermate controls, which was based on mendelian ratios. We calculated the minimal sample size for each group by at least four organisms. Considering a likely drop-off effect of 10%, we set sample size of each group at five mice. To reduce the s.d., we minimized physiological variation by using homogenous animals with same sex and same age. The exclusion criteria for animals were pre-established. In case of death, cannibalism or sickness, the animal was excluded from analysis. Tissue samples were excluded in cases such as cryo-artefacts, histological artefacts or failed RNA extraction. We included animals from different breeding cages by random allocation to the different experimental groups. Animal experiments were not blinded, however, when applicable, the experimenters were blinded to the nature of samples by using number codes until final data analysis was performed. Statistical tests were used as described in the figure legends and were applied on verification of the test assumptions (for example, normality). Generally, data were analysed by two-tailed Student's *t*-test. For all graphs, data are represented as means±s.e.m. For the measurement variables used to compare KO animals versus controls, or innervated animals versus denervated ones, the variance was similar between the groups.

## Author contributions

G.M. generated the triple FoxO1,3,4 muscle-specific knockout. G.M., V.R. and F.P. performed biochemical analyses, morphological, immunohistochemical and RNA analysis, muscle transfections and mouse treatments. G.M. and A.A. performed *in vivo* ChIP assay. A.A. performed immunohistochemical analysis. L.F. performed protein analysis and immunohistochemical analysis. A.S. performed immunohistochemical analysis and RNA analysis. J.Z. performed Adeno-mediated FoxO3 overexpression in C2C12 myotubes, RNA extraction and qRT–PCR. R.A. performed microarray analysis. B.B. analysed muscle mechanics. R.A.D. provided FoxO floxed mice. G.M., V.R., F.P., A.L.G. and M.S. were involved in data analysis. G.M, V.R and M.S. designed the study, analysed the data and wrote the manuscript. All authors discussed the results and corrected the manuscript.

## Additional information

**Accession codes:** The gene expression profiling data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE52667.

**How to cite this article:** Milan, G. *et al.* Regulation of autophagy and the ubiquitin–proteasome system by the FoxO transcriptional network during muscle atrophy. *Nat. Commun.* 6:6670 doi: 10.1038/ncomms7670 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-19, Supplementary Tables 1-4

## Figures and Tables

**Figure 1:**
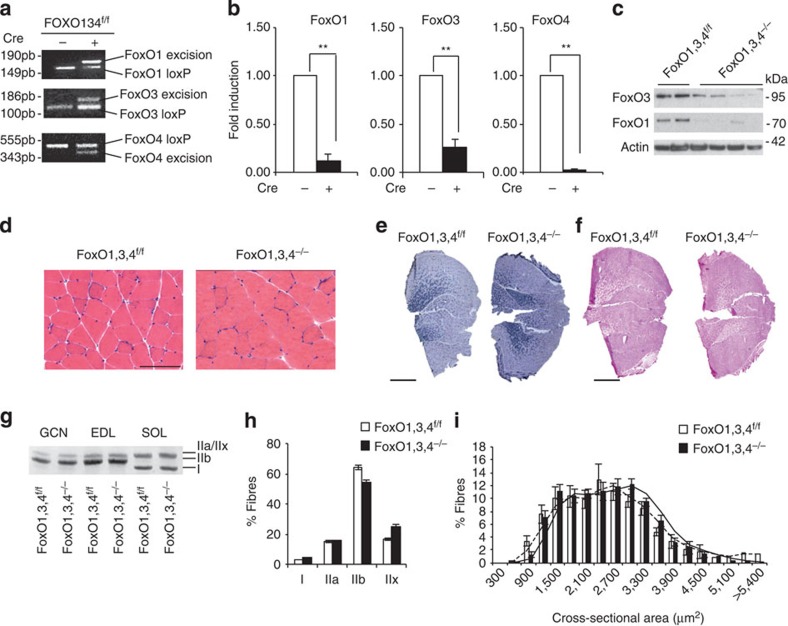
Deletion of FoxOs is permissive for normal muscle function. (**a**) PCR analysis with genomic DNA from FoxO1,3,4^f/f^ and FoxO1,3,4^−/−^ gastrocnemius muscles. (**b**) *FoxO1*, *FoxO3* and *FoxO4* mRNA expression were quantified by RT–PCR in Tibialis Anterior (TA) muscle of *FoxO1,3,4*^*−/−*^ and control mice. *n*=4 each group. (**c**) Immunoblot showing reduction of FoxO1 and FoxO3 proteins in homogenates of *FoxO1,3,4*^*−/−*^ gastrocnemius muscles. Data are representative of three independent experiments. (**d**) Haematoxylin and eosin (Scale bar, 100 μm), (**e**) SDH (Scale bar, 1 mm) and (**f**) PAS staining (Scale bar, 1 mm) showing normal morphology, fibre type and glycogen of *FoxO1,3,4*^*−/−*^ gastrocnemius muscle. (**g**) SDS–PAGE and (**h**) immunohistochemistry analysis of myosin heavy chain type I, IIA, IIB and IIX proteins in gastrocnemius muscles showing no differences between *FoxO1,3,4*^*−/−*^ and *FoxO1,3,4*^*f/f*^ mice. Data are representative of three independent experiments. (**i**) Frequency histograms showing the distribution of cross-sectional areas (μm^2^) in TA of *FoxO1,3,4*^*f/f*^ (white bars) and *FoxO1,3,4*^*−/−*^ (black bars) fibres, *n*=4, each group. Data are shown as mean±s.e.m. Error bars indicate s.e.m. **P<0.01 (Student's *t*-test).

**Figure 2:**
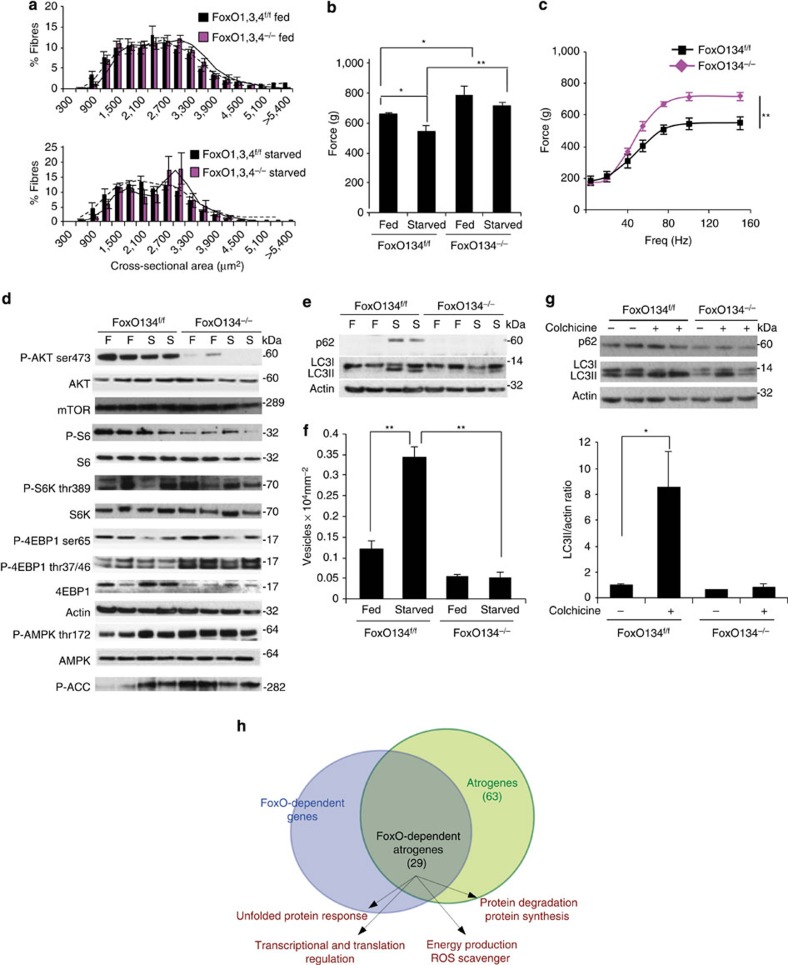
Deletion of FoxOs prevents muscle loss and weakness during fasting. (**a**) Frequency histograms of cross-sectional areas (μm^2^) of *FoxO1,3,4*^*f/f*^ (black bars) and *FoxO1,3,4*^*−/−*^ (magenta bars) fibres in fed (upper panel) and fasted (lower panel) conditions, *n*=4, each group. (**b**) Force measurements preformed *in vivo* on gastrocnemius showed that *FoxO1,3,4*^*−/−*^ muscles preserve maximal tetanic force after fasting; *n*=6 muscles in each group. (**c**) Force/frequency curve of starved gastrocnemius muscle underlines the important protection achieved by the absence of FoxOs; *n*=6 muscles in each group. (**d**) Immunoblot of protein extracts from gastrocnemius muscles. Phosphorylation of AKT and S6 is reduced in fed and starved *FoxO1,3,4*^*−/−*^ muscles when compared with controls. Data are representative of three independent experiments. (**e**) Immunoblot analysis of p62 and LC3 in homogenates of gastrocnemius muscles from fed and starved *FoxO1,3,4*^*−/−*^ or controls. Fasting did not induce LC3 lipidation and p62 upregulation in FoxO-deficient muscles. Data are representative of three independent experiments. (**f**) Quantification of GFP–LC3-positive vesicles in *FoxO1,3,4*^*f/f*^ and *FoxO1,3,4*^*−/−*^ TA muscles; *n*=4 muscles in each group (**g**) Autophagy flux is not increased in FoxO-deficient TA muscles. Inhibition of autophagy–lysosome fusion by colchicine treatment induces accumulation of LC3II band in starved control but not in starved *FoxO1,3,4*^*−/−*^ muscles. Upper panel: immunoblot analysis of gastrocnemius homogenates. Lower panel: quantification of LC3 lipidation. *n*=4 muscles in each group (**h**) The scheme shows the overlap between FoxO-dependent genes, identified by gene expression profiling of fed (*n*=4) and fasted (*n*=4) muscles from *FoxO1,3,4*^*f/f*^ and *FoxO1,3,4*^*−/−*^ and atrophy-related genes or atrogenes. The data in the graphs are shown as mean±s.e.m. Error bars indicate s.e.m. *P<0.05, **P<0.01 (Student's t-test).

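The median log2 fold change on starvation of the proteasome, unfolded protein response and oxidative stress lists was higher in control than in knockout gastrocnemius, with or without the genes the paper names, and most members of the proteasome, autophagy and lysosome lists stayed under 1.5-fold in both. Of 31 proteasome subunits measured, 4 rose at 1.5-fold in control muscle, none rose in knockout muscle, and for 30 the log2 fold change was higher in control than in knockout muscle. Their median log2 fold change was 0.32 in control and 0.06 in knockout muscle. Psmd4, a ubiquitin receptor of the proteasome, had 0.69 and 0.21, and Psma5 had 0.59 and 0.19. Of 32 autophagy genes, 7 rose in control and 3 in knockout muscle, with medians of 0.39 and -0.00. Ulk1, the kinase that starts autophagy, had a log2 fold change of 1.43 in control and -0.01 in knockout muscle, and Atg13, its partner, 0.97 and 0.19. Atg101 had -0.81 in control and 0.37 in knockout muscle. The lysosome list of 20 genes had medians of 0.05 and -0.03, with Npc1, a cholesterol transporter, at 1.70 and 0.16 and Atp6v1h, a proton pump subunit, at 1.26 and 0.62.
The list of the unfolded protein response and ATF4 targets, 22 genes, had medians of 0.29 in control and -0.09 in knockout muscle, with 5 up in control and 3 up in knockout muscle; Dnajb9, a chaperone of the endoplasmic reticulum, had 0.96 and 0.26. Of 19 oxidative stress genes, 7 rose in control and 4 in knockout muscle, with medians of 0.32 and -0.04. Among them the glutathione synthesis gene Gclm had 1.08 and -0.27, Srxn1 had 0.96 and -0.35, and Gsr, glutathione reductase, had 0.62 and -0.15. The metallothionein gene Mt2 had 1.92 and 2.63. The classical FoxO targets, of which 26 were measured, had medians of 0.89 and 0.27, with 19 up in control and 9 up in knockout muscle; this list shares genes with the atrogenes. Sesn1 had 2.37 and 0.63 and Irs2, an adaptor of the insulin receptor, 1.20 and 0.18, while Cdkn1a, a cell cycle inhibitor, had 2.20 and 2.64.
Of 14 glucocorticoid-induced genes, 10 rose in control and 8 in knockout muscle, with medians of 1.16 and 0.63. Fkbp5 had 1.75 and 2.43, and Errfi1 had 1.43 and 0.01. Of 19 PPAR targets and genes of fatty acid oxidation, 10 rose in control and 14 in knockout muscle, and the log2 fold change was higher in control muscle for 5. Their medians were 0.63 in both genotypes, while the median of the difference gene by gene, control minus knockout, was -0.22. Of the 14, Plin2, Etfdh, Hadha, Decr1 and Acadl lay between 1.50-fold and 1.55-fold in knockout muscle, at the threshold. Pdk4, a kinase that spares glucose, had 2.12 and 3.01, from fed signals of 3111.8 in control and 1099.2 in knockout muscle, and its starved signal was lower in knockout muscle, at 8836.0 against 13494.9. Angptl4 had 2.48 and 2.28, and Plin5, a lipid droplet protein, 1.33 and 2.39. Among random lists of like signal, the median difference between the genotypes' responses lay at the 100.0th percentile for the proteasome, unfolded protein response, glucocorticoid and classical FoxO target lists, at the 99.8th for oxidative stress, the 99.4th for autophagy, the 98.0th for the lysosome and the 1.9th for PPAR targets. The lists were fixed beforehand, but all of these except the PPAR and glucocorticoid lists hold genes the study picked partly on these arrays, so that their percentiles are not independent evidence. Without such genes, left out after the data were seen, the median of the autophagy list was 0.06 in control and -0.04 in knockout muscle, with the difference at the 82.6th percentile, and that of the lysosome list -0.07 and -0.05, at the 89.1st. The oxidative stress list was then at the 99.6th, and the proteasome, unfolded protein response and classical FoxO target lists stayed at the 100.0th. The median of the autophagy list in knockout muscle was 0.04 after quantile normalization and 0.05 with the arrays scaled to the same median, that of the lysosome list was 0.01 and 0.03, and that of the oxidative stress list was 0.02 with the arrays scaled to the same median.

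**Figure D3:**
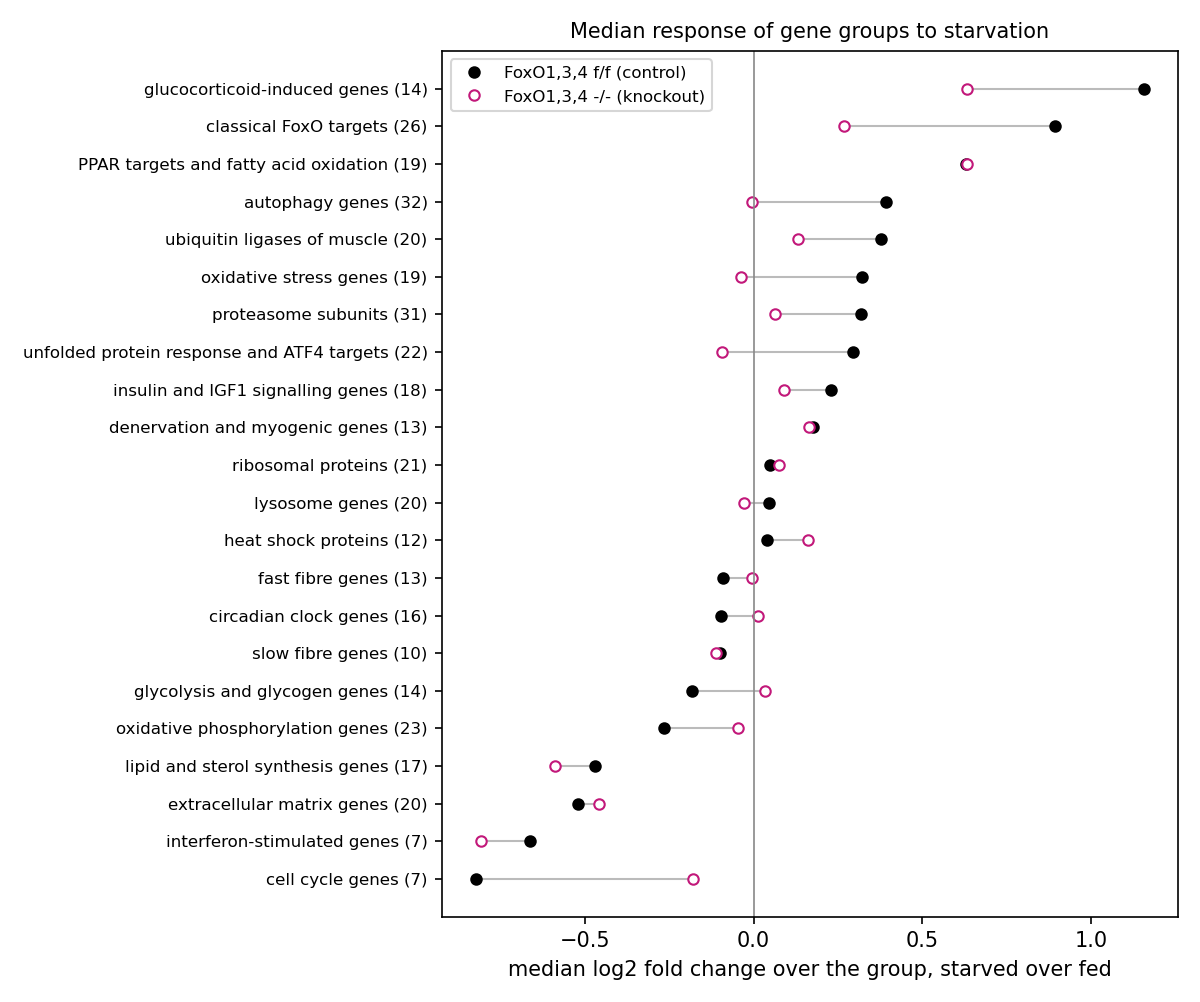
Median log2 fold change on starvation, starved over fed, of each pathway list, with the number of genes measured in brackets. Filled points are for control and open points for knockout gastrocnemius (1 pooled array per condition). The atrogene list and the lists of cell type markers are not drawn. Atrogenes that belong to a pathway list are kept in it. The proteasome list stands at 0.32 and 0.06, and the PPAR list at 0.63 in both, with the log2 fold change higher in control muscle for 5 of its 19 genes; values close to 0 can change sign with the scaling of the arrays.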

**Figure 3:**
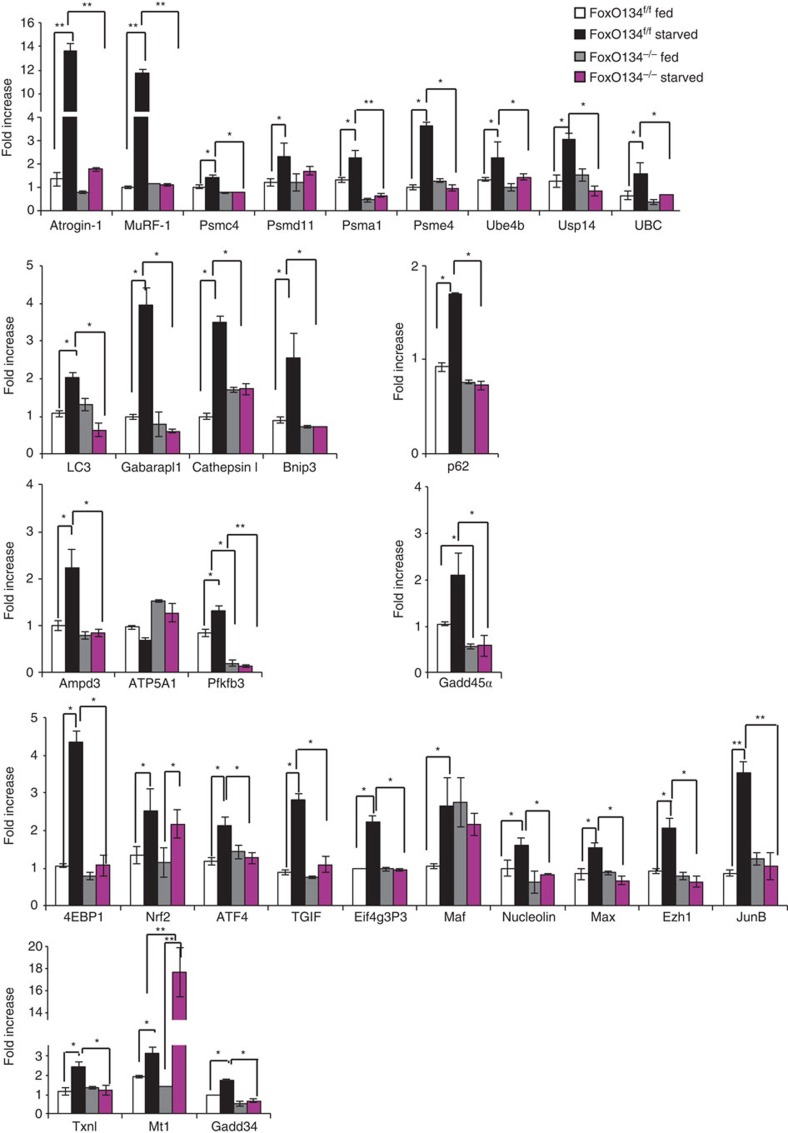
Absence of FoxOs prevent the induction of critical atrogenes. Quantitative RT–PCR of atrogenes from fed and 24-h starved tibialis anterior of control and *FoxO1,3,4*^*−/−*^ mice. Data are normalized to GAPDH and expressed as fold increase of control-fed animals. *n*=4 muscles in each group Values are mean±s.e.m. *P<0.05,**P<0.01. (Student's *t*-test).

**Figure 4:**
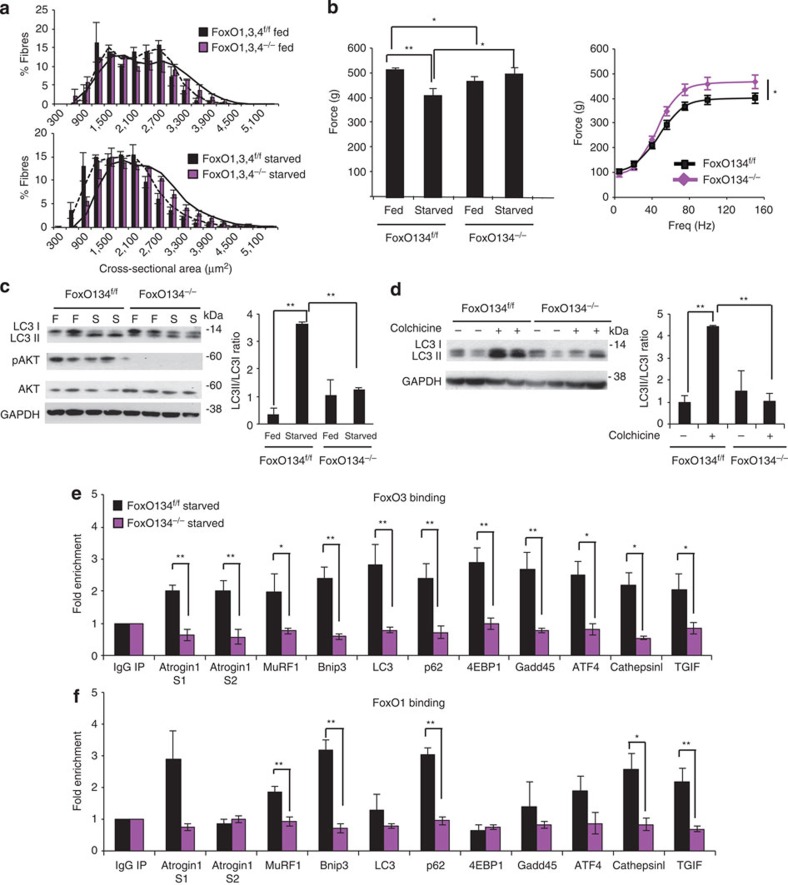
Acute inhibition of FoxOs phenocopies the conditional FoxO1,3,4 knockout. (**a**) Frequency histograms of gastrocnemius muscles showing the distribution of cross-sectional areas (μm^2^) of inducible muscle-specific FoxO1,3,4 mice after tamoxifen-dependent deletion of *FoxO1,3,4* genes (*FoxO1,3,4*^*f/f*^: black bars and *FoxO1,3,4*^*−/−*^: magenta bars) in fed (upper panel) and fasted (lower panel) conditions, *n*=3, each group. (**b**) Force measurements preformed *in vivo* on gastrocnemius muscle showed that acute inhibition of FoxOs in adulthood prevents force drop during fasting. *n*=6 muscles in each group. Freq: Frequency. (**c**) Left, immunoblotting analyses of gastrocnemius homogenates after acute deletion of FoxO1,3,4^*−/−*^ and controls. Right, quantification of LC3 lipidation. Data are representative of three independent experiments. (**d**) Autophagy flux is not increased in FoxO-deficient TA muscles. Inhibition of autophagy–lysosome fusion by colchicine treatment induces accumulation of LC3II band in starved control but not in starved *FoxO1,3,4*^*−/−*^ muscles. Left, immunoblotting analyses of gastrocnemius homogenates. Right, quantification of LC3 lipidation. (**e**,**f**) ChIP quantitative RT–PCR shows the recruitment of FoxO3 and FoxO1 on the promoters of selected atrophy-related genes. ChIP assays were performed in starved control and *FoxO1,3,4*^*−/−*^ TA muscles. IgG was used as the reference. *n*=3 for each group. Data are shown as mean±s.e.m. Error bars indicate s.e.m. *P<0.05, **P<0.01 (Student's *t*-test). S1: FoxO binding site 1; S2: FoxO binding site 2.

**Figure 5:**
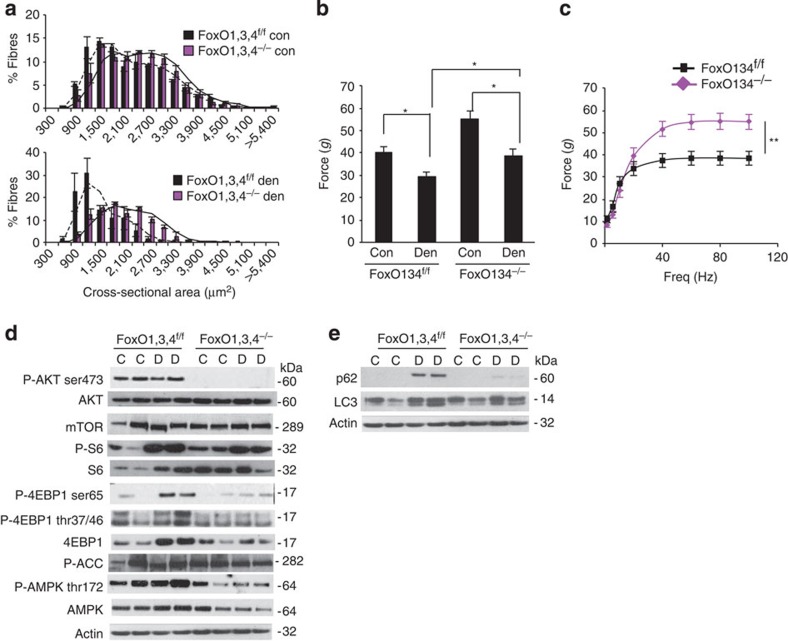
Deletion of FoxOs in skeletal muscle partially prevents atrophy during denervation. (**a**) Frequency histograms of gastrocnemius muscles from *FoxO1,3,4*^*−/−*^ and control mice showing the distribution of cross-sectional areas (μm^2^) of *FoxO1,3,4*^*f/f*^ (black bars) and *FoxO1,3,4*^*−/−*^ (magenta bars) in control (upper panel) or in denervation (lower panel). *n*=4 muscles each groups. (**b**) Force measurements preformed *ex vivo* on soleus muscles show that *FoxO1,3,4*^*−/−*^ muscles are stronger than controls, both in basal condition and after 14 days from denervation. *n*=6 muscles in each group. (**c**) Force/frequency curves of denervated soleus highlight the higher strength generated by *FoxO1,3,4*^*−/−*^ muscles when compared with controls. *n*=6 muscles in each group. (**d**) Immunoblots of gastrocnemius protein extracts reveal a decrease of AKT phosphorylation both in contralateral and in denervated muscles of *FoxO1,3,4*^*−/−*^ mice. The increase of 4EBP1 protein is blunted in FoxOs knockout mice. (**e**) Immunoblots of autophagy-related proteins. FoxOs are required for p62 induction, while LC3 is less lipidated after 3 days of denervation. Data are representative of three independent experiments. Data are shown as mean±s.e.m. Error bars indicate s.e.m. *P<0.05, **P<0.01 (Student's *t*-test). C, control; D, denervated.

**Figure 6:**
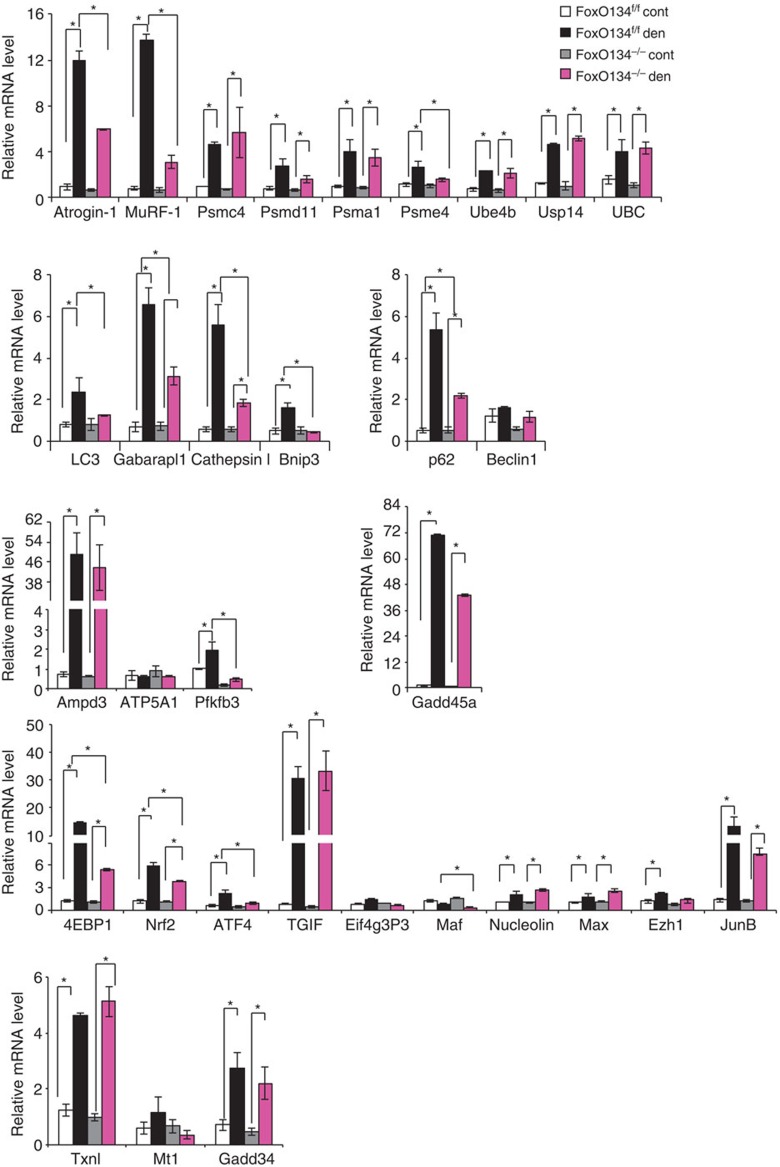
FoxOs are required for expression of several atrogenes after denervation. Quantitative RT–PCR of the indicated atrogenes after 3 days from denervation. Data are normalized to GAPDH and expressed as fold increase of control innervated muscles. Values are mean±s.e.m. *P<0,05, **P<0.01 (Student's *t*-test).; cont, control; den, denervated.

**Figure 7:**
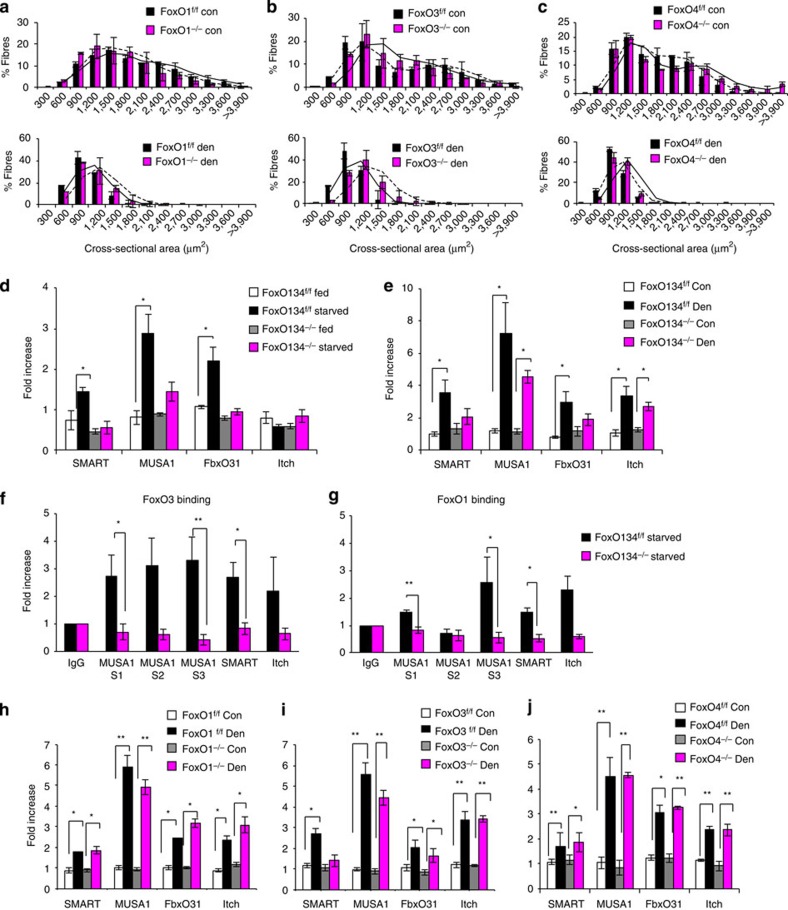
FoxO members are redundant and control a new set of ubiquitin ligases. (**a**–**c**) Frequency histograms showing the distribution of cross-sectional areas (μm^2^) of gastrocnemius muscles from muscle-specific (**a**) *FoxO1*^*−/−*^, (**b**) *FoxO3*^*−/−*^ and (**c**) *FoxO4*^*−/−*^ mice. Data are shown as mean±s.e.m. of four muscles each group. *P<0.05, **P<0.01. (**d**,**e**) qRT–PCR of the novel ubiquitin ligases *MUSA1, Fbxo21/SMART, Fbxo31*, *Itch* from 24 starved (**d**) or denervated (**e**) *FoxO1,3,4*^*f/f*^ and *FoxO1,3,4*^*−/−*^ mice. Data are normalized to GAPDH and expressed as fold increase of fed control mice. *n*=4 muscles for each group. (**f**) ChIP qPCR of FoxO3 and (**g**) FoxO1 on the promoters of *MUSA1*, *Fbxo21/SMART* and *Itch*. IgG was used as the reference. *n*=3. (**h**–**j**) qRT–PCR of *MUSA1, Fbxo21/SMART, Fbxo31, Itch* in (**h**) FoxO1, (**i**) FoxO3 and (**j**) FoxO4 knockout mice after 3 days of denervation. Values are normalized to GAPDH and expressed as fold increase of control mice. *n*=4 muscles for each group. Data are shown as mean±s.e.m. Error bars indicate s.e.m. *P<0.05, **P<0.01 (Student's *t*-test). con control; den, denervated. MUSA1 S1, FoxO-binding site1; MUSA1 S2, FoxO-binding site2; MUSA1 S3, FoxO-binding site3.

**Figure 8:**
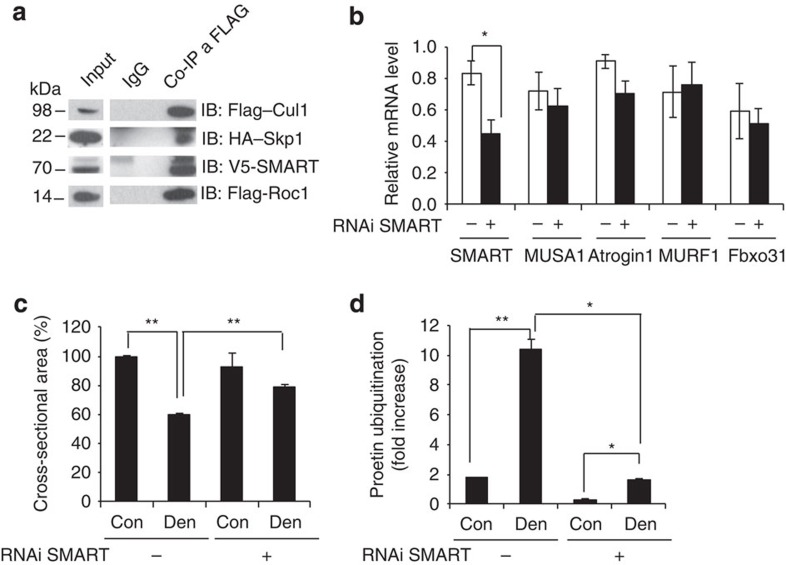
Smart is a novel ubiquitin ligase required for denervation-dependent atrophy. (**a**) Co-immunoprecipitation experiment showing that SMART is a F-box protein that forms a SCF complex. C2C12 muscle cell lines were transfected with SMART, Skp1, Cul1 and Roc1 expression plasmids. After 24 h, cells were lysed and immunoprecipitation against FLAG-tag or control IgG was performed. Western blots for the different SCF components are shown. (**b**) RNAi-mediated knockdown of SMART revealed by quantitative RT–PCR (qRT–PCR). Adult TA muscles were transfected with bicistronic expressing vectors that encode either oligo 4 or scramble and GFP. Two weeks later TA muscles were collected, RNA extracted and endogenous *SMART, MUSA1, Atrogin1, MuRF1* and *Fbxo31* expression were analysed by qRT–PCR, *n*=4. (**c**) Inhibition of SMART prevents muscle atrophy in denervated muscles. Adult muscle fibres were co-transfected with bicistronic expressing vectors that encode shRNAs against *SMART* (oligo 4) or scramble and GFP and denervated. Two weeks later cross-sectional area of transfected fibres, identified by GFP fluorescence, was measured. *n*=6 muscles for each group. (**d**) Densitometric quantification of polyubiquitinated proteins in muscle extracts transfected with shRNAi against *SMART* or scramble. Values are normalized to GAPDH and expressed as fold increase of fed control mice. *n*=3 muscles for each group. Data are shown as mean±s.e.m. Error bars indicate s.e.m. *P<0.05, **P<0.01 (Student's *t*-test). con, control; den, denervated; IB, immunoblotting.

# Supplementary material for: Regulation of autophagy and the ubiquitin–proteasome system by the FoxO transcriptional network during muscle atrophy
**Source:** Nat Commun. 2015 Apr 10;6:6670. doi: 10.1038/ncomms7670
**Supplement:** Supplementary Information — Supplementary Figures 1-19, Supplementary Tables 1-4

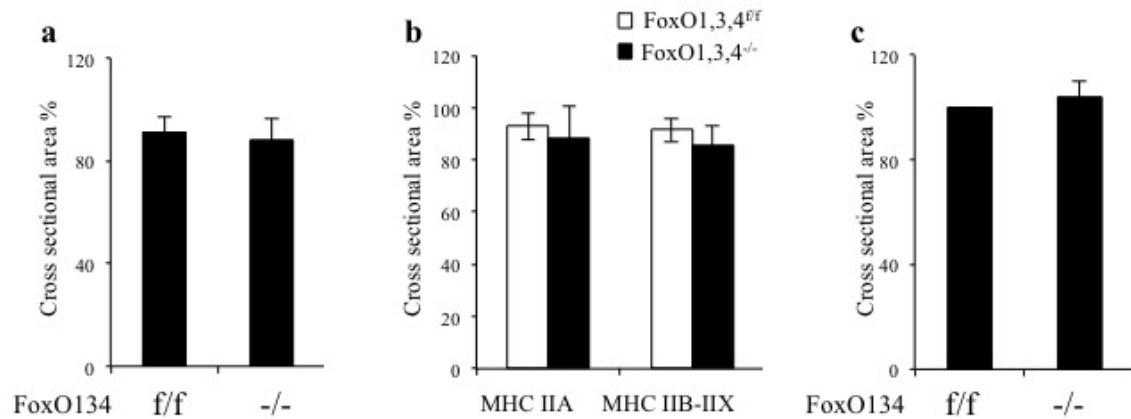

**Supplementary Fig. 1 Average fiber size of fast glycolytic muscles did not differ from controls**

**(a)** Cross-sectional area (CSA) of *Tibialis Anterior* (TA) muscles from FoxO1,3,4 knockout (-/-) and control (f/f) mice. **(b)** Cryosections of TA from FoxO1,3,4<sup>f/f</sup> and FoxO1,3,4<sup>-/-</sup> mice were immunostained for dystrophin and for the fast myosins type IIA (MHCIIA), type IIB (MHCIIIB) or type IIX (MHCIIIX). Size of individual fibers was determined. **(c)** Cross-sectional area of *Gastrocnemius* muscles from FoxO1,3,4<sup>-/-</sup> and control mice. Values are shown as means  $\pm$  s.e.m. of data from 4 muscles in each group. Error bars indicate s.e.m.

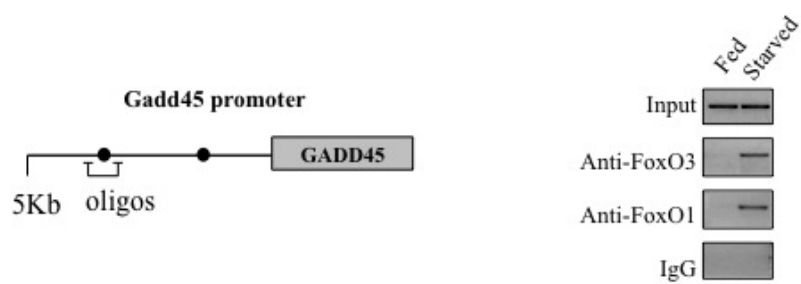

**Supplementary Fig. 2 Starvation induces FoxOs recruitment on target promoter** Chromatin Immunoprecipitation (ChIP) PCR showing that FoxO1 and FoxO3 translocate to the nucleus and bind to FoxO binding element of *GADD45 $\alpha$*  promoter, a bona fide FoxO target in starved muscles. IgG is a negative control.

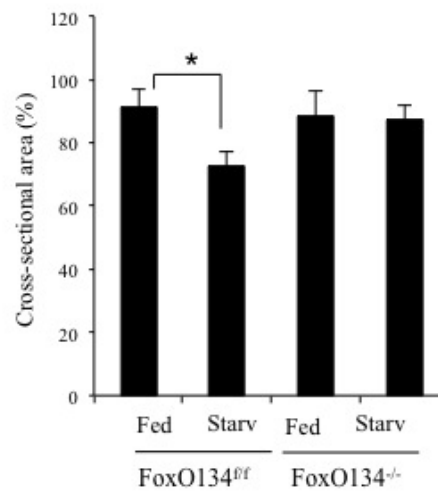

**Supplementary Fig. 3 Deletion of FoxOs prevents atrophy during starvation** The graph shows the cross-sectional area of myofibers of TA from *FoxO1,3,4<sup>fl/fl</sup>* and *FoxO1,3,4<sup>-/-</sup>* mice, in fed and starved condition. Values are shown as means  $\pm$  s.e.m. of data from 4 muscles in each group. Error bars indicate s.e.m. \* $p < 0.05$  (Student's *t*-test). Starv: starved.

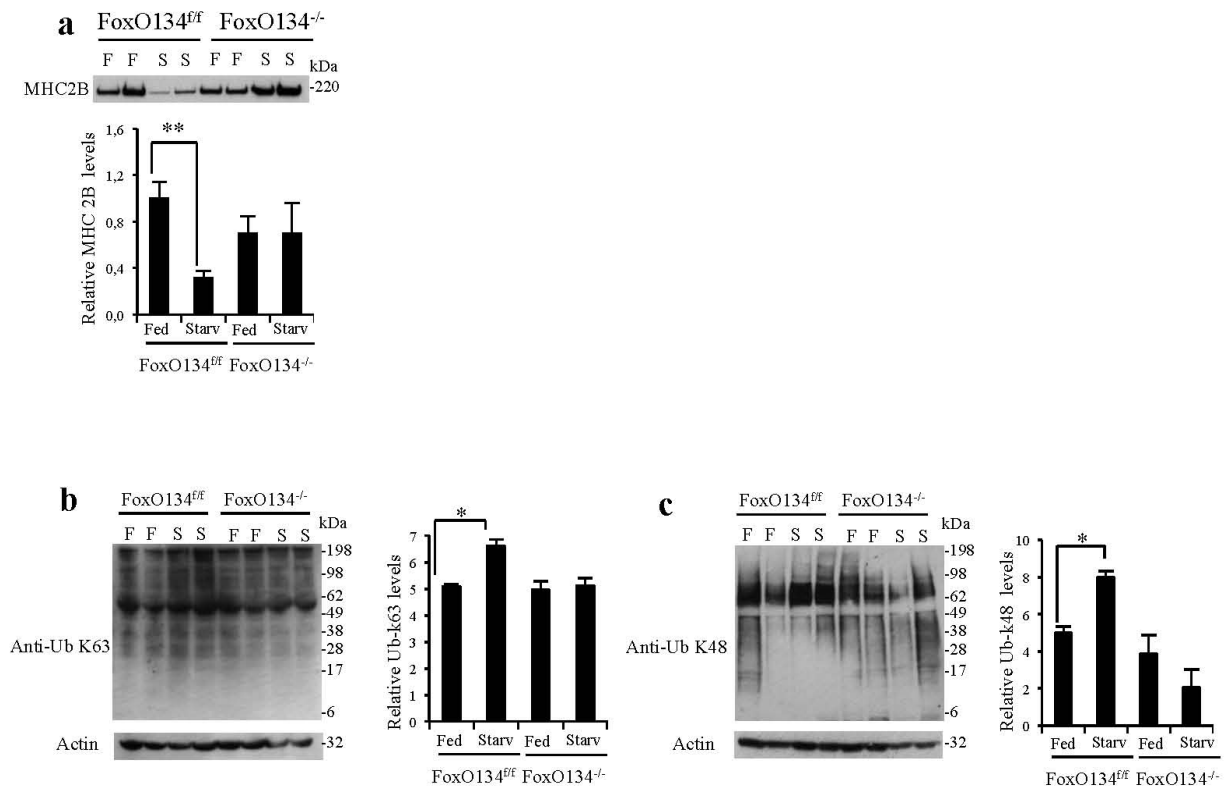

#### Supplementary Fig. 4 FoxO inhibition prevents protein ubiquitination during starvation

(a) Representative Immunoblot of MHCIIIB in fed and in starved muscles. Quantification of MHCIIIB content is shown in the graph. n=4 muscles in each group. (b, c) Protein extracts from control and starved muscles of *FoxO1,3,4*<sup>-/-</sup> and *FoxO1,3,4*<sup>ff</sup> mice were immunoblotted against (b) K63-polyUbiquitin and (c) K48-polyUbiquitin chains. The graphs show densitometry quantification of two different experiments of n=4 for each group. Data are mean  $\pm$  s.e.m. Error bars indicate s.e.m. \*p<0.05 \*\*p<0.01 (Student's *t*-test). F: fed, S: starved, Starv: starved

**a**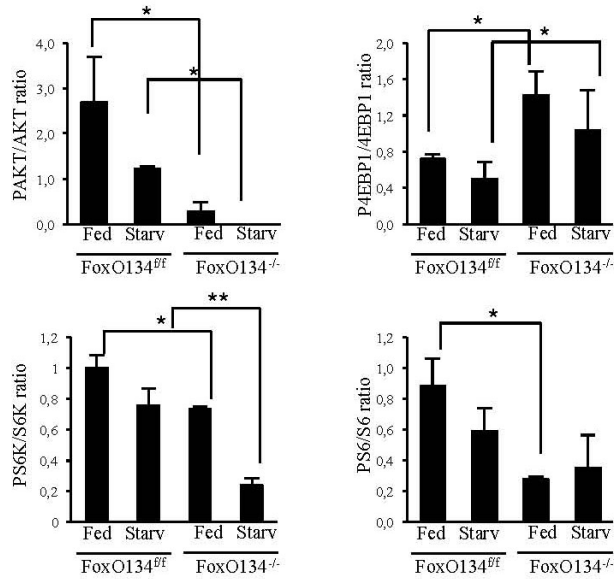**b**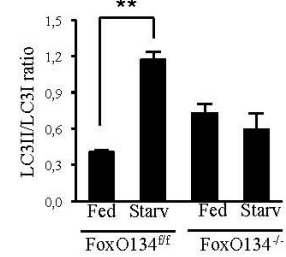

**Supplementary Fig. 5 Akt pathway and lipidation of LC3 are affected by FoxO1,3,4 deletion**(a) Densitometric quantification of western blots of p-AKT, p-4EBP1, p-S6K1 and p-S6. n=4 muscles in each group. (b) Densitometric quantification of LC3II band in control and FoxOs knockout mice. The data show that LC3 lipidation occurs in *FoxO1,3,4<sup>fl/fl</sup>* but not in *FoxO1,3,4<sup>-/-</sup>*. n=4 muscles in each group. Values are mean  $\pm$  s.e.m. Error bars indicate s.e.m. \*p<0.05, \*\*p<0.01(Student's *t*-test) Starv: starved

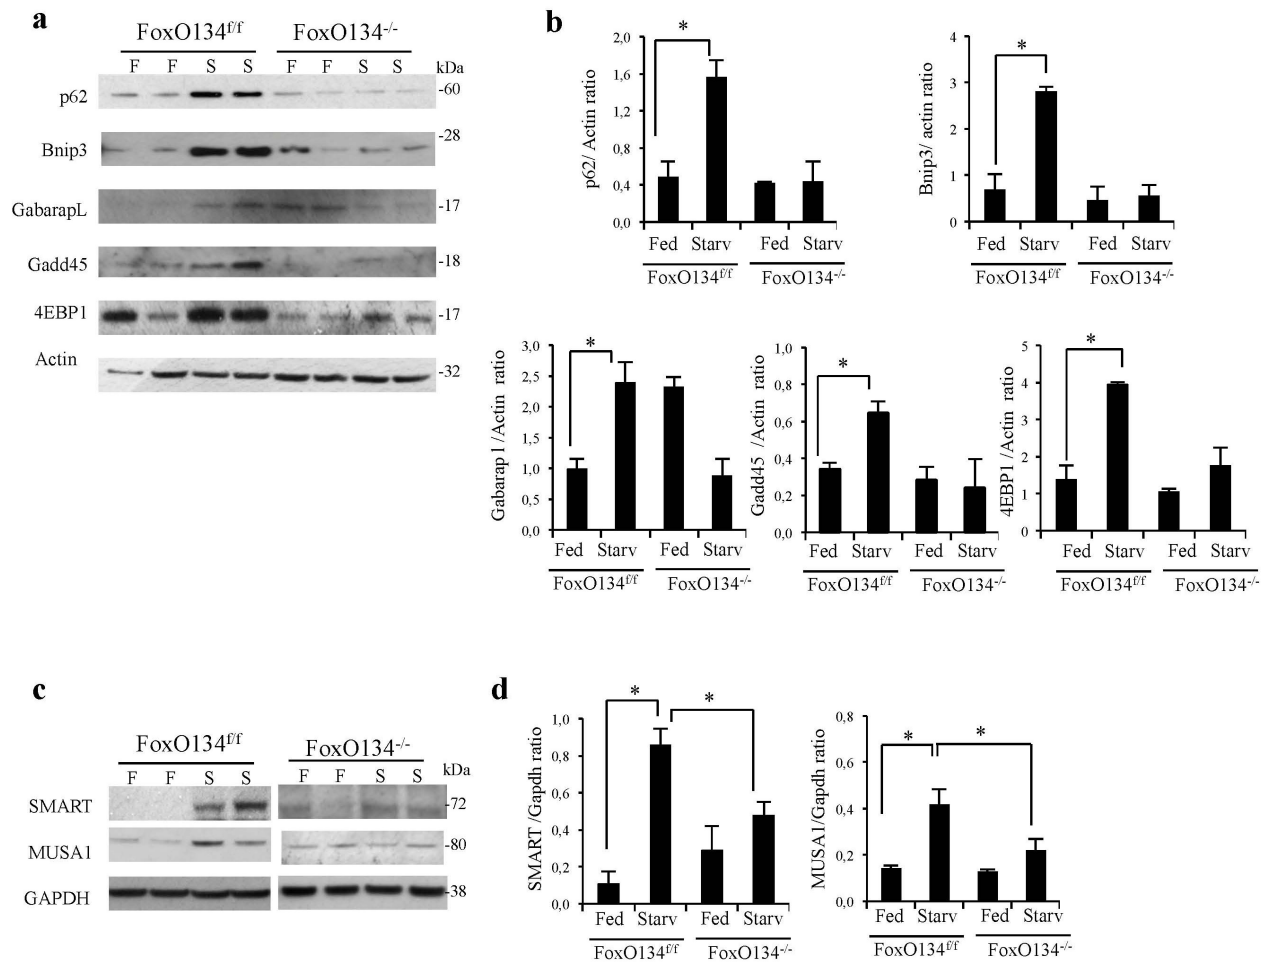

### Supplementary Fig. 6 FoxOs are required for the expression of several atrogenes

**(a)** Representative Western blots of several atrophy-related genes. Protein extracts from fed and starved muscles of *FoxO1,3,4<sup>fl/f</sup>* and *FoxO1,3,4<sup>-/-</sup>* mice were immunoblotted against p62, Bnip3, Gabarapl, Gadd45 $\alpha$  and 4EBP1. Blots are representative of two groups of experiments. **(b)** The graphs show the densitometric quantification of the blots. At least 4 muscles for each group were used. **(c)** Representative Immunoblots of the novel atrophy-related ubiquitin ligase SMART and MUSA1. **(d)** Densitometric quantification was performed from 3 fed *gastrocnemius* from *FoxO1,3,4<sup>fl/f</sup>* and from *FoxO1,3,4<sup>-/-</sup>* and 4 starved *gastrocnemius* from *FoxO1,3,4<sup>fl/f</sup>* and from *FoxO1,3,4<sup>-/-</sup>*. Data are shown as mean  $\pm$  s.e.m. Error bars indicate s.e.m. \* $p < 0.05$  (Student's *t*-test). F: fed, S: starved, Starv: starved.

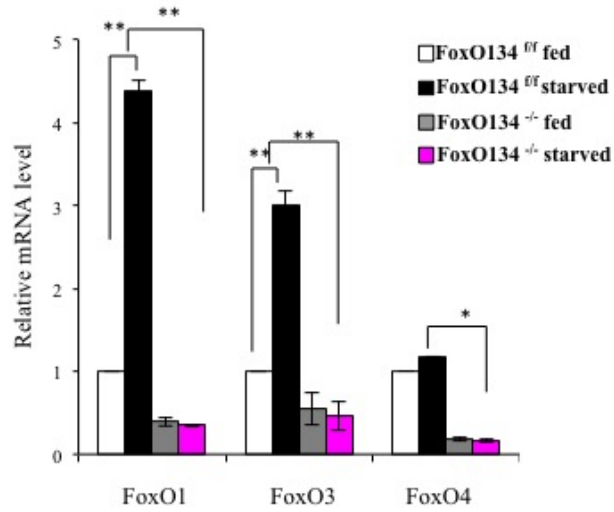

**Supplementary Fig. 7 Tamoxifen-inducible muscle-specific FoxO1,3,4 knockout mice** *FoxO1*, *FoxO3*, *FoxO4* mRNA expression were quantified by RT PCR in TA muscles of *FoxO1,3,4*<sup>-/-</sup> and control mice after tamoxifen treatment. Values are mean  $\pm$  s.e.m. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test)

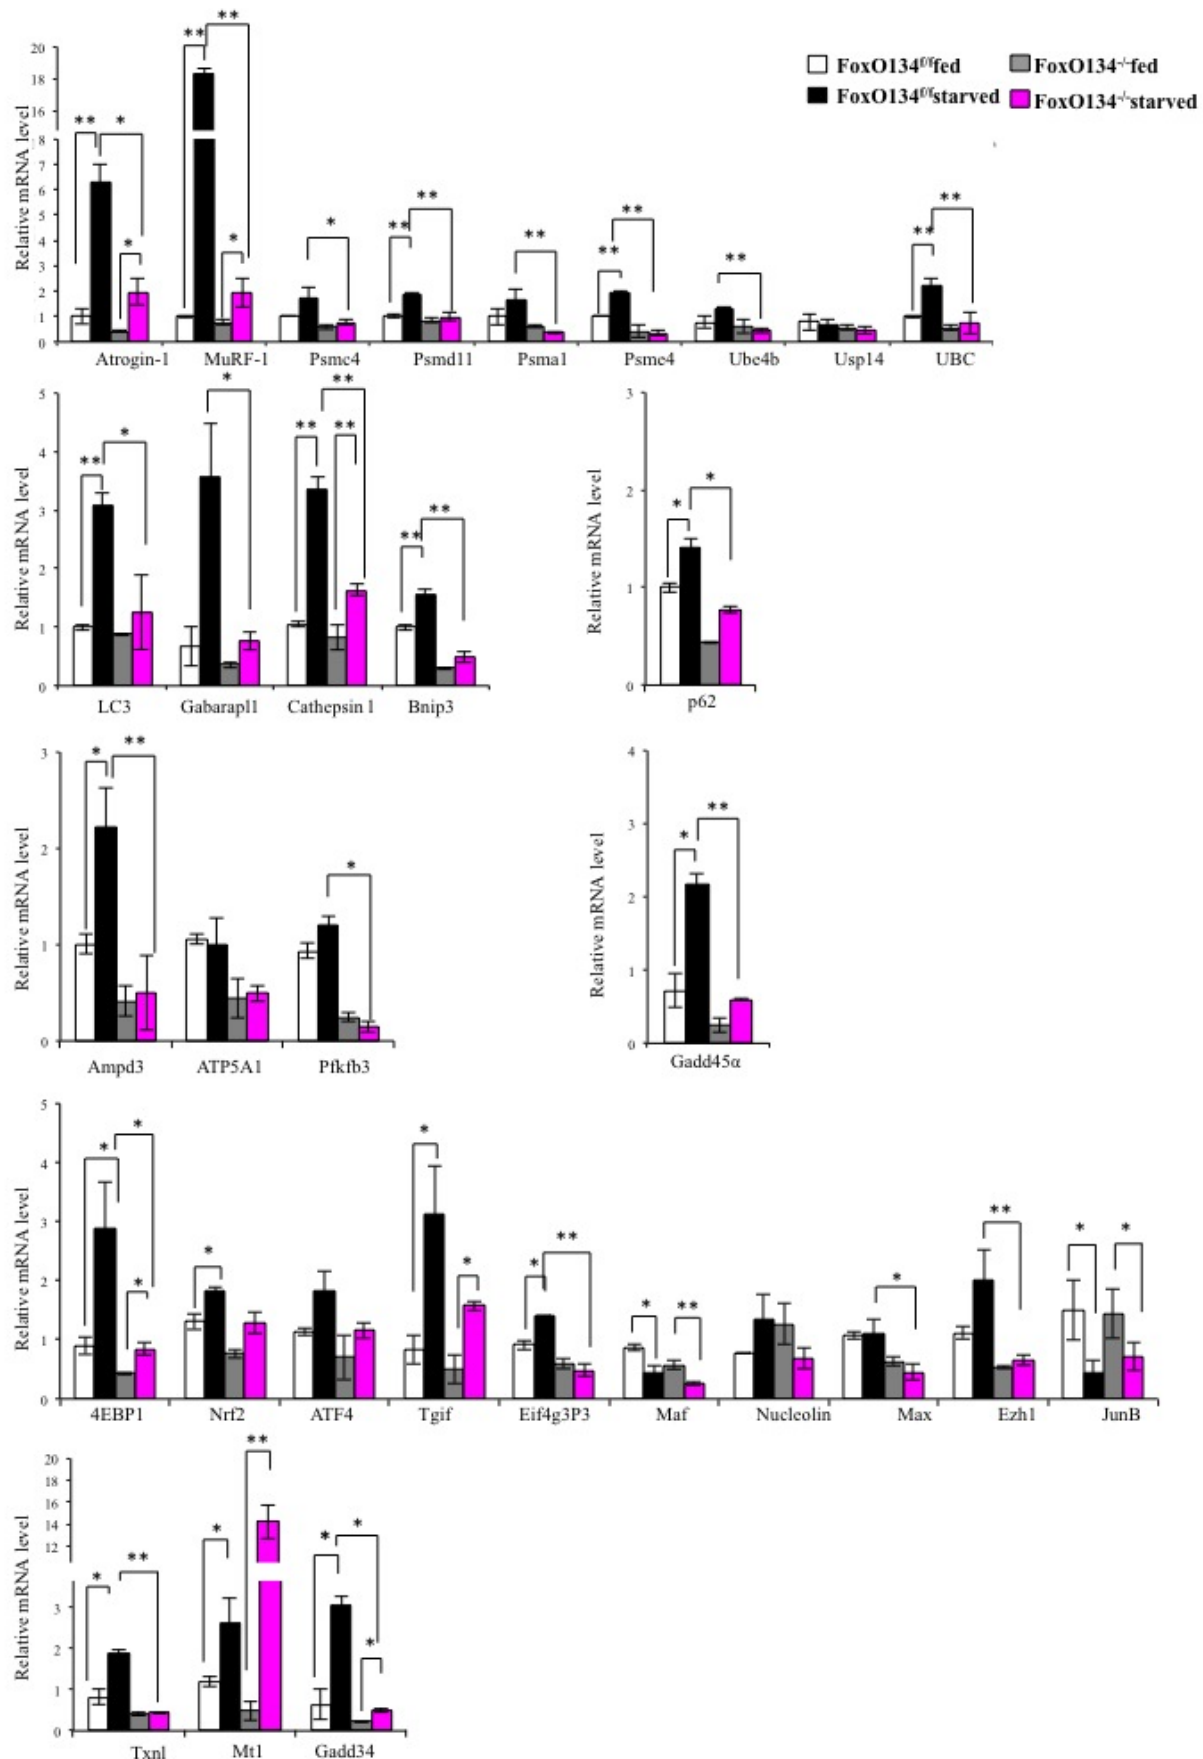

**Supplementary Fig. 8 Acute inhibition of FoxOs prevents atrogenes induction** Quantitative RT-PCR of atrogenes from fed and 24 hours starved TA of control and tamoxifen-induced *FoxO1,3,4*<sup>-/-</sup> mice. Data are normalized to *GAPDH* and expressed as fold increase of control fed animals. Values are mean ± s.e.m. \*p<0,05, \*\*p<0,01. Error bars indicate s.e.m. (Student's *t*-test) n=4 muscles in each group.

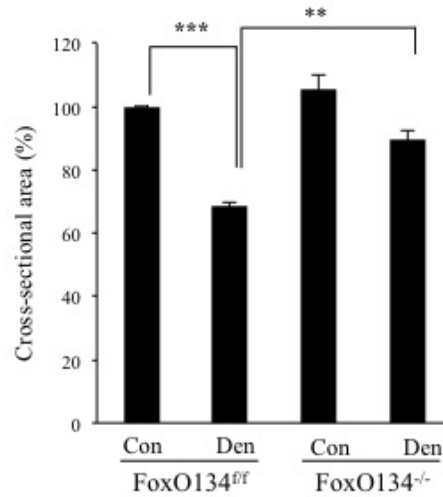

**Supplementary Fig. 9 Ablation of FoxOs partially prevents denervation-dependent atrophy**

The graph shows the cross-sectional area of myofibers on innervated and denervated TA of *FoxO1,3,4<sup>fl/fl</sup>* and *FoxO1,3,4<sup>-/-</sup>* mice. Values are shown as means  $\pm$  s.e.m. of data from 4 muscles in each group. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test). Con: control, Den: denervated.

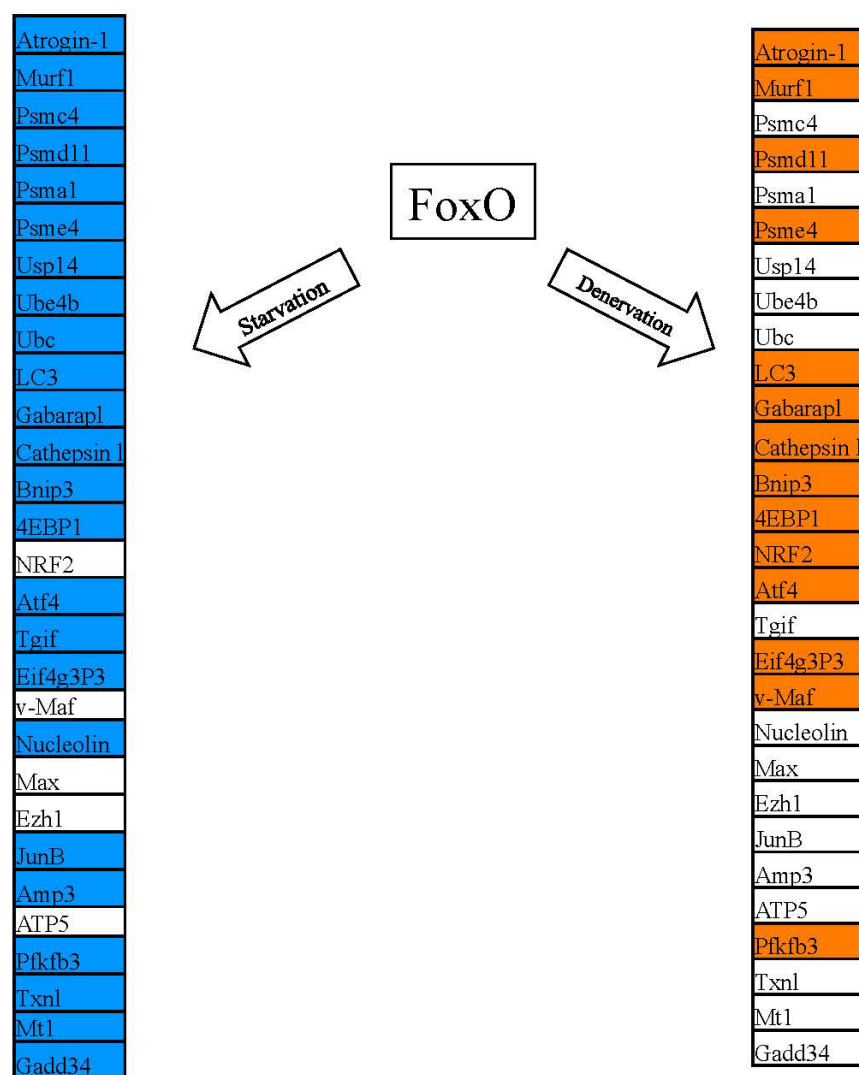

**Supplementary Fig. 10 FoxO-dependent atrogenes during starvation and denervation.**

Schematic representation showing the genes found to be FoxO-dependent based on microarray analysis. 

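Of the atrogenes on the arrays that belong to protein breakdown, Psma1 had a ratio of starved to fed signal of 1.55 in control and 1.01 in knockout muscle, Psmd11 of 1.50 and 1.08, and Psmc4 of 1.50 and 0.937; unrounded, Psmd11 lay above and Psmc4 below 1.5-fold, by less than the scatter between probe sets. Psme4 had ratios of 1.07 and 0.923. The de-ubiquitinating enzyme gene Usp14 had 1.26 and 1.23, and Ube4b, an E3/E4 enzyme, 1.38 and 1.02. Usp14 probe sets past the filter had log2 fold changes from 0.34 to 1.325 in control and from -0.50 to 0.31 in knockout muscle. Those of Ube4b ran from 0.46 to 2.74 in control and from 0.03 to 0.97 in knockout muscle. The mitophagy gene Bnip3 rose 1.72-fold in control muscle and had a ratio of 1.27 in knockout muscle, and Sqstm1, which encodes p62, rose 1.67-fold and had 1.31.
Among transcription factors and stress genes, Junb rose 2.00-fold in control muscle, from 94.1 to 188.3, and had a ratio of 1.11 in knockout muscle. Nfe2l2, which encodes NRF2, had a log2 fold change of 0.48 in control and -0.14 in knockout muscle, and Atf4 had ratios of 1.36 and 1.06. Ppp1r15a, which encodes GADD34, rose in both genotypes, 2.65-fold in control and 1.76-fold in knockout muscle. Max had ratios of 1.12 and 1.34. Maf was lower after starvation in both genotypes, at 0.587 of its fed signal in control and 0.580 in knockout muscle, and its probe sets past the filter had log2 fold changes from -1.45 to -0.04 in control muscle. Ncl, nucleolin, had 1.20 and 1.24. Ezh1, a histone methyltransferase, had a log2 fold change of 0.53 in both genotypes.
Of the metabolic genes, Pfkfb3, a regulator of glycolysis, went from 1301.1 to 2101.7 in control muscle, which is 1.62-fold, and from 358.5 to 184.0 in knockout muscle. Eif4g3, a translation initiation factor, had 1.52 and 1.03 on its brightest probe set, and its log2 fold change in control muscle turned from 0.60 to -0.32 with the mean over its probe sets. Txnl1 had 1.41 and 1.17. Atp5a1, a subunit of ATP synthase, had 0.813 and 0.974. Its probe sets past the filter had log2 fold changes from -0.30 to 0.60 in control and from -0.04 to 0.17 in knockout muscle.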

Different colours indicate FoxO-dependent genes that have been validated by RT-PCR in fasting (blue) and in denervation (orange).

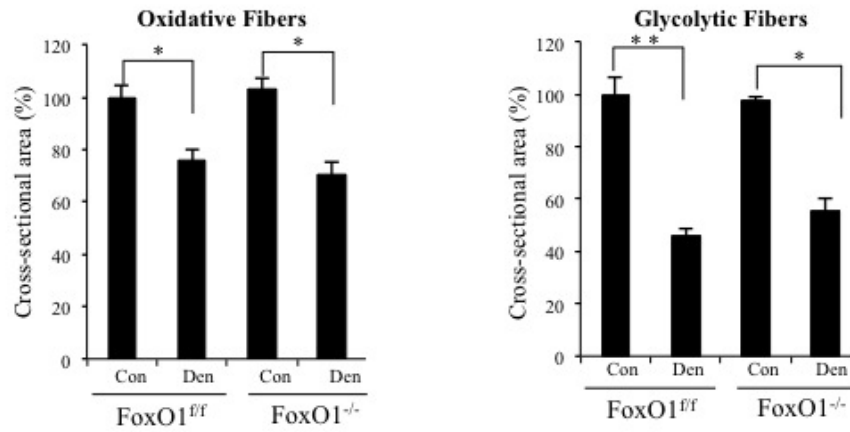

**Supplementary Fig. 11 Lack of FoxO1 does not protect from denervation atrophy CSA of TA muscles from knockout and control mice.** Bar graphs represent the CSA of oxidative (left) and glycolytic (right) fibers, revealed by SDH staining. Values are mean  $\pm$  s.e.m. of data from 4 muscles in each group. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test). Con: control, Den: denervated.

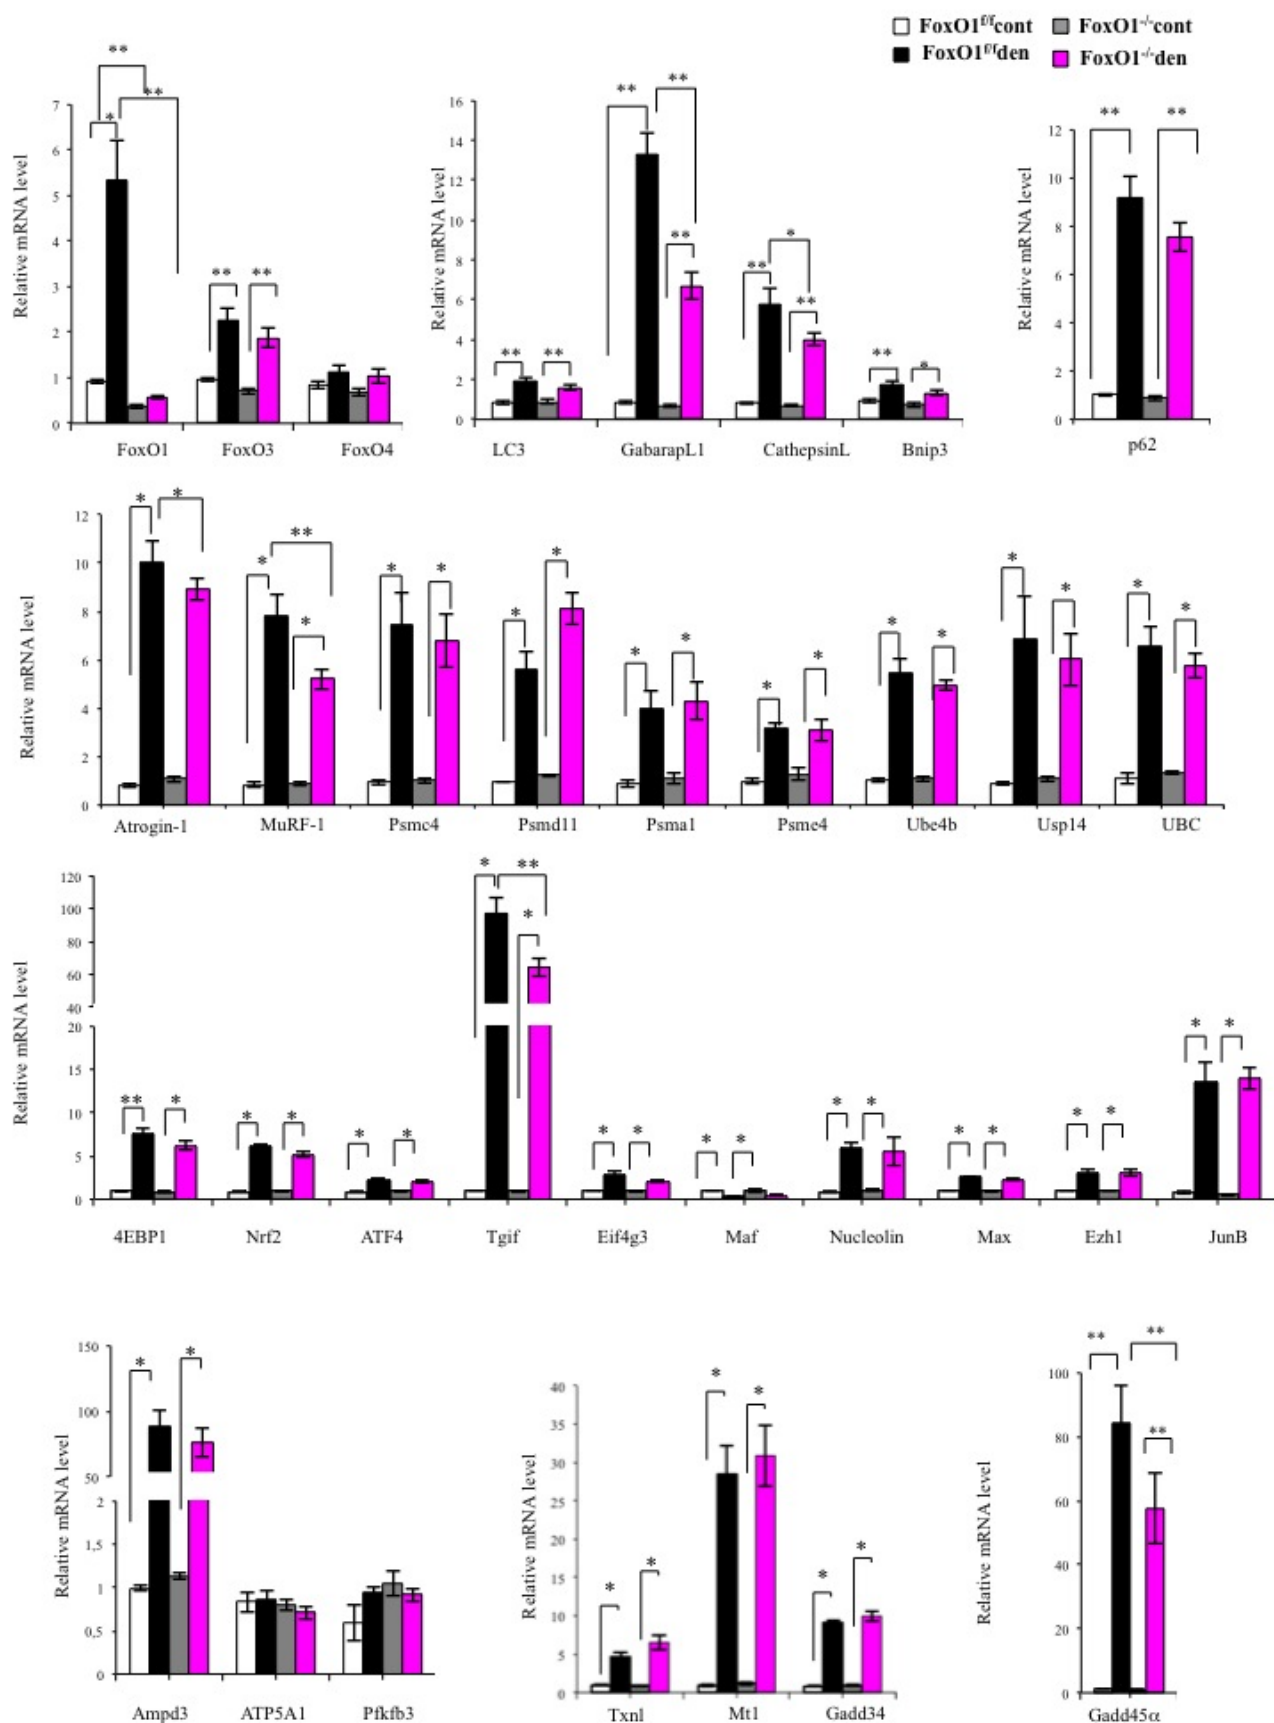

**Supplementary Fig. 12 FoxO1 is required for optimal induction of few atrophy-related genes**  
 Quantitative RT-PCR of the atrogenes after 3 days from denervation. Data are normalized to *GAPDH* and expressed as fold increase of control innervated muscles. Values are mean  $\pm$  s.e.m. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test) Cont: control, Den: denervated

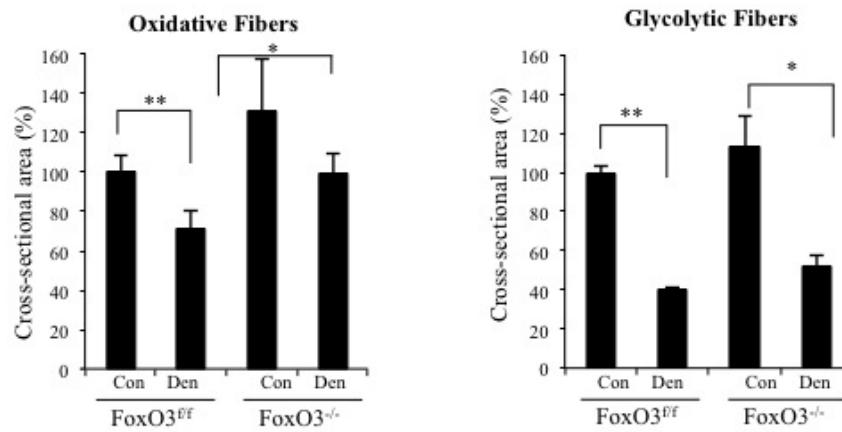

**Supplementary Fig. 13 FoxO3 deletion partially protects from atrophy after denervation.** CSA of oxidative (left) and glycolytic (right) fibers of TA muscles, revealed by SDH staining from knockout and control mice. Values are mean  $\pm$  s.e.m. of data from 4 muscles in each group. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test) Con: control, Den: denervated.

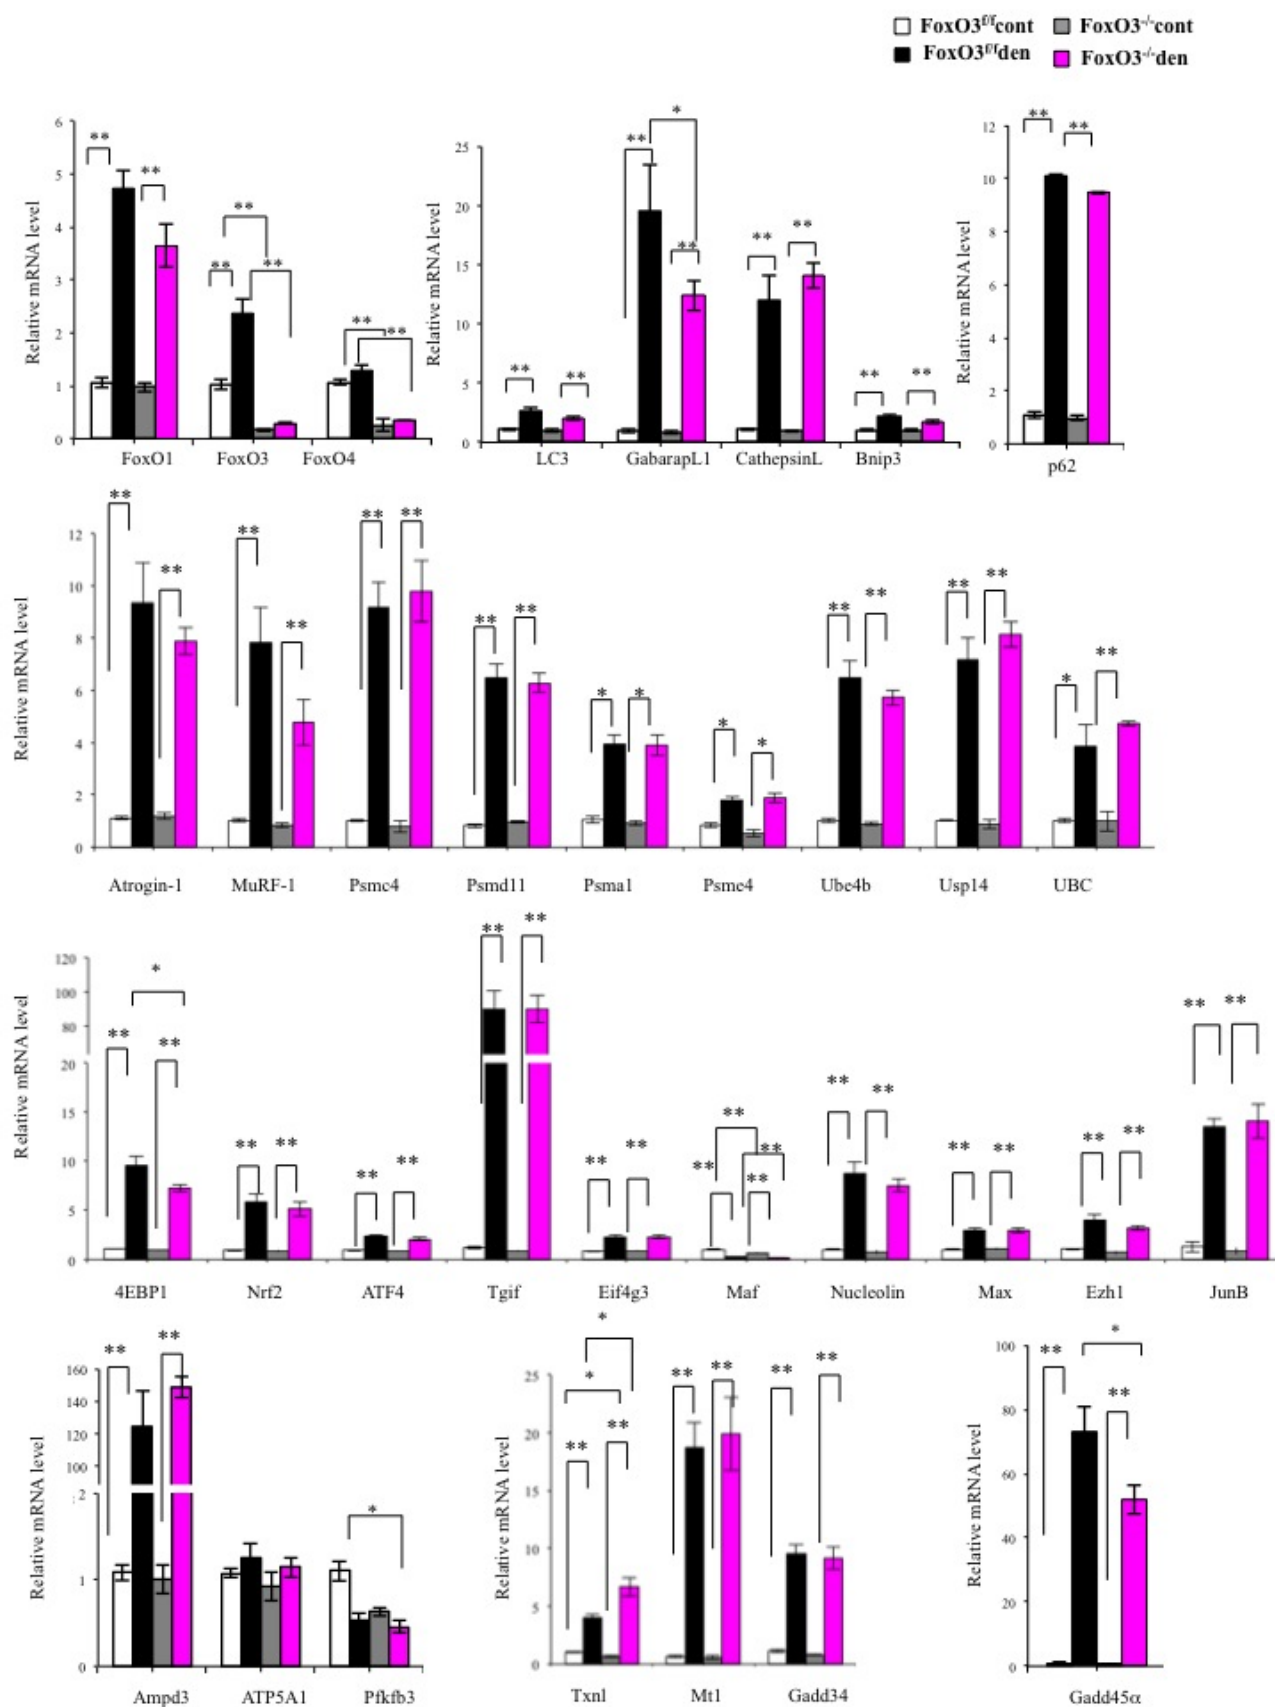

**Supplementary Fig 14 FoxO3 is required for the induction of few atrogenes in denervation** Quantitative RT-PCR of the indicated atrogenes after 3 days from denervation. Data are normalized to *GAPDH* and expressed as fold increase of control innervated muscles. Values are mean  $\pm$  s.e.m. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test). cont: control, den: denervated.

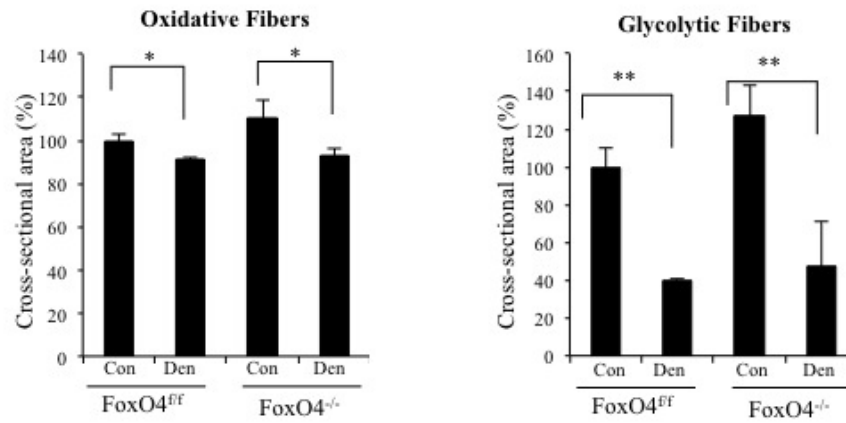

**Supplementary Fig. 15 Ablation of FoxO4 does not prevent muscle atrophy after denervation.** CSA of oxidative (left) and glycolytic (right) fibers of TA muscles, revealed by SDH staining from knockout and control mice. Values are mean  $\pm$  s.e.m. of data from 4 muscles in each group. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test). Con: control, Den: denervated.

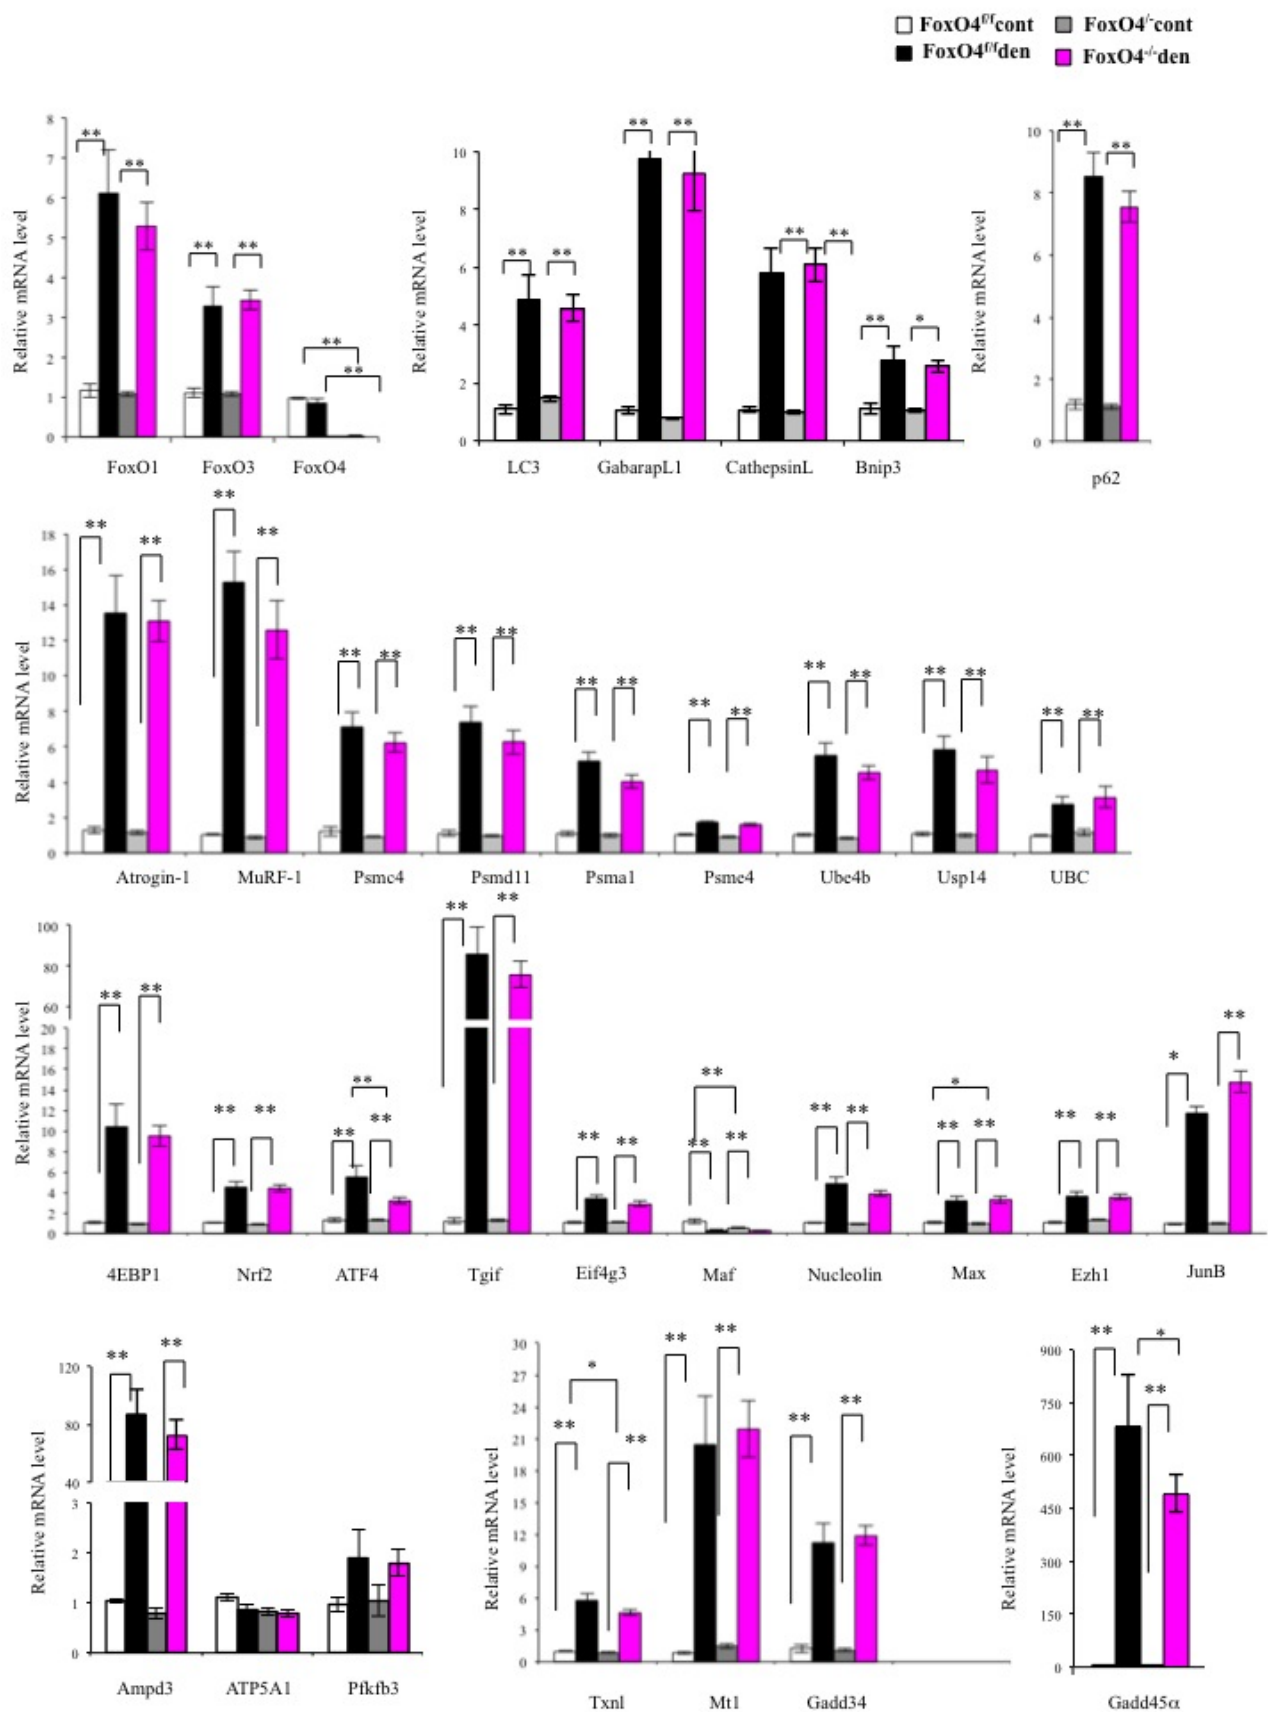

**Supplementary Fig. 16 FoxO4 is required for optimal induction of Gadd45α.** Quantitative RT-PCR of the indicated atrogenes after 3 days from denervation. Data are normalized to *GAPDH* and expressed as fold increase of control innervated muscles. Values are mean  $\pm$  s.e.m. Error bars indicate s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$  (Student's *t*-test). cont: control, den: denervated.

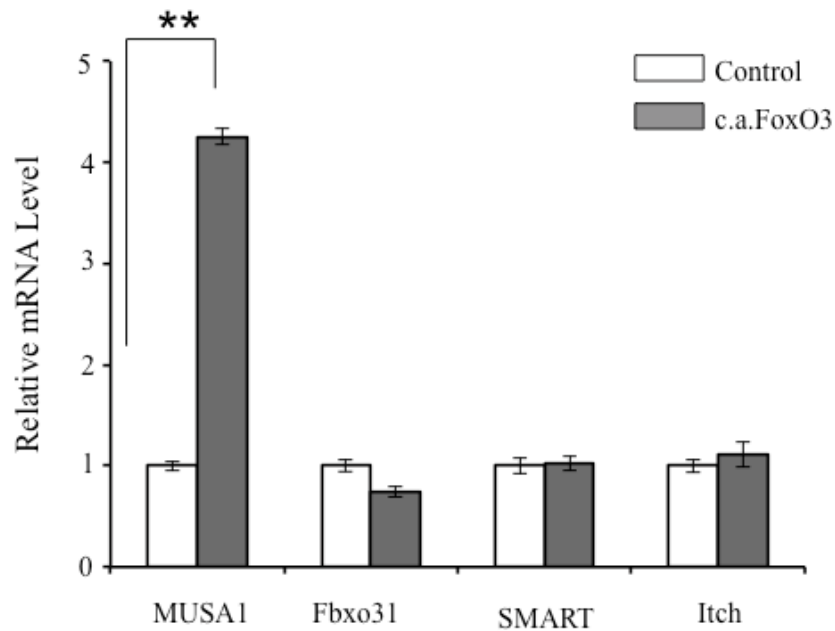

**Supplementary Fig 15 FoxO3 is sufficient to induce MUSA1, but not SMART, Itch or Fbox31.**

Quantitative RT-PCR of the different ubiquitin ligases in myotubes overexpressing c.a.FoxO3 and controls. Values are means  $\pm$  s.e.m. Error bars indicate s.e.m. \*\* $p < 0.01$  (Student's *t*-test) c.a: constitutively active.

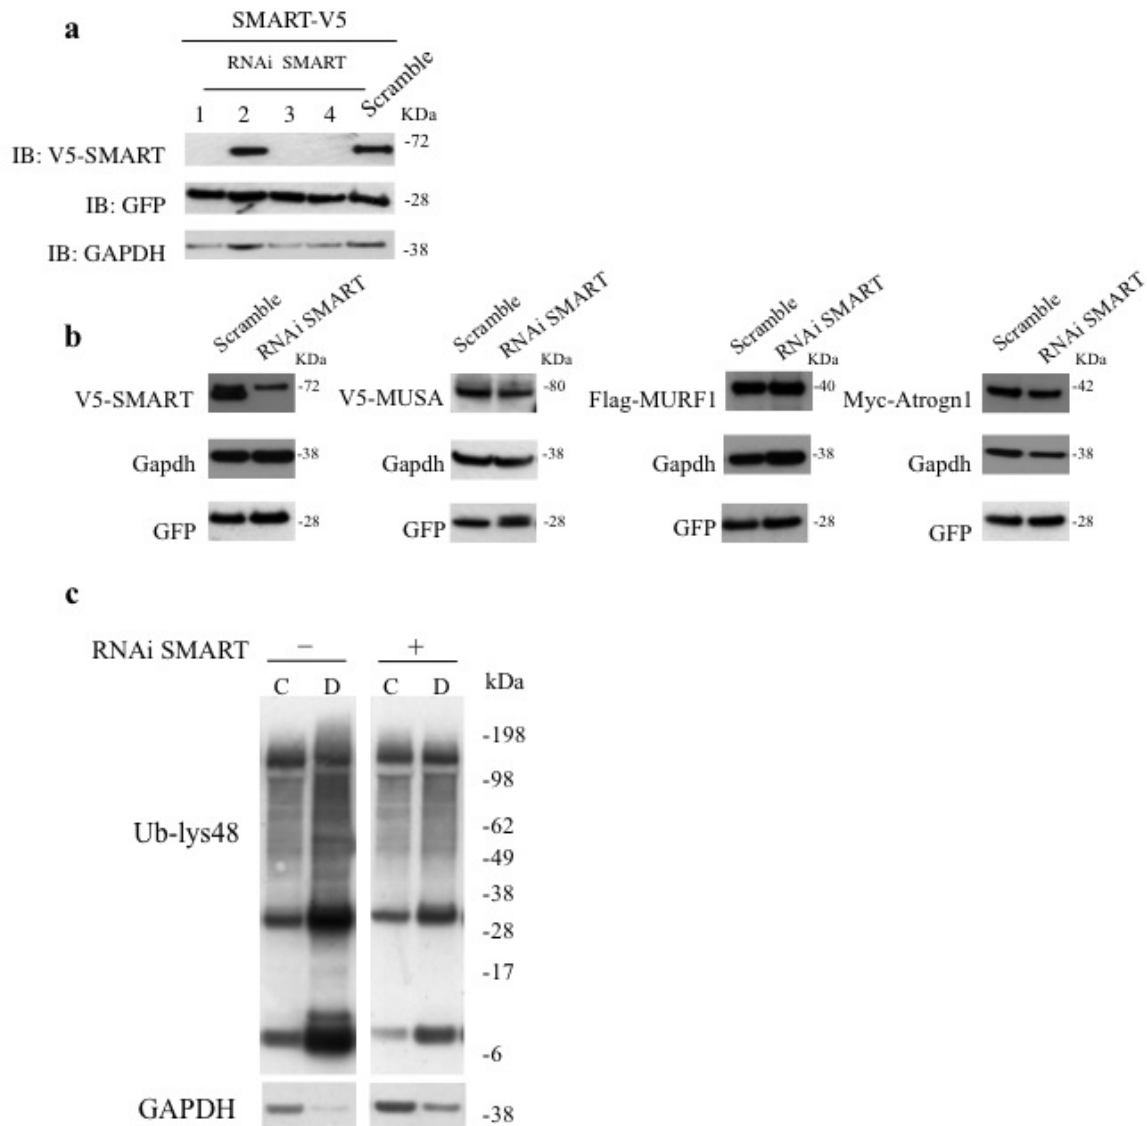

**Supplementary Fig 18 RNAi-mediated knockdown of SMART.** (a) RNAi-mediated knockdown of SMART revealed by immunoblotting. Murine embryonic fibroblasts (MEFs) were transfected with vectors expressing different shRNAs against *SMART* together with vectors encoding murine V5-SMART. IB: immunoblotting (b) The shRNA against *SMART* does not interfere with MUSA, Atrogin1, and MuRF1 expression. C2C12 myoblast were co-transfected with vectors expressing shRNA against *SMART* (oligo 4) or scramble together with vectors encoding V5- SMART, V5-MUSA, Flag-MURF1 or Myc-Atrogin1. After 48 hours proteins were extracted and immunoblotted for V5, Flag or Myc tag. GAPDH and GFP were detected as control of loading and transfection efficiency respectively. (c) Representative immunoblots against K48-polyUbiquitin chains of innervated or denervated TA muscles that were transfected with shRNAs against SMART or scramble. C: control, D: denervated.

Fig. 2d

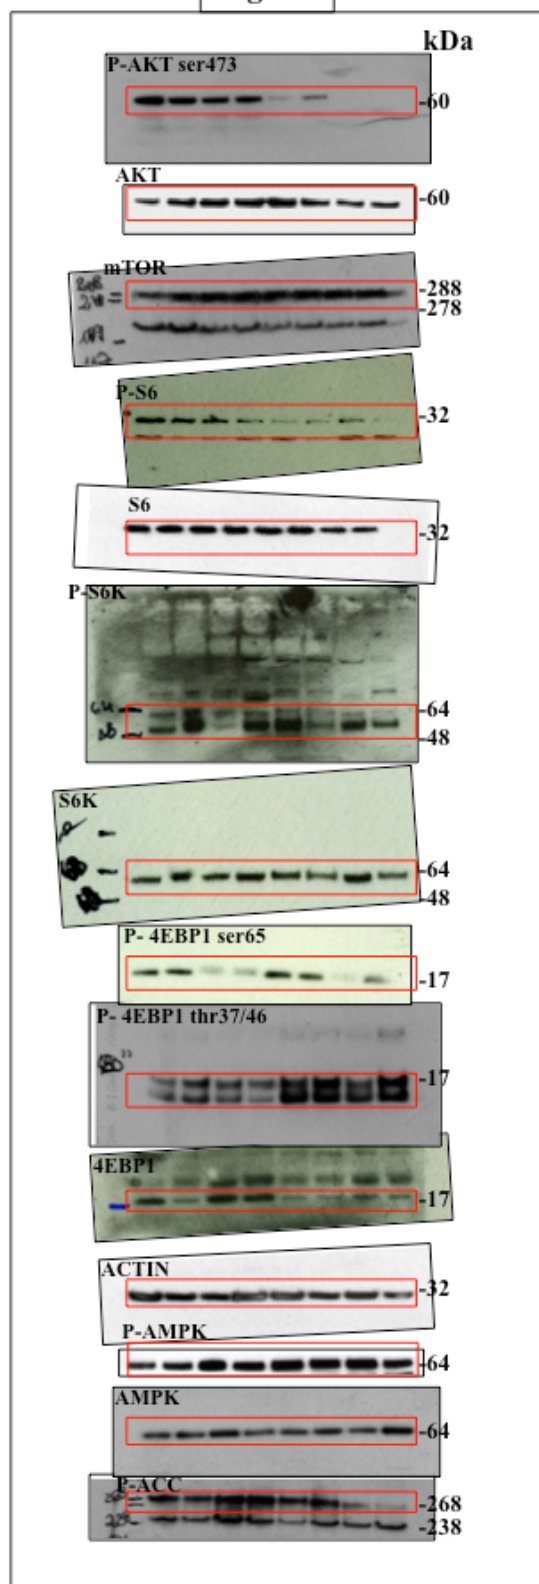

Fig. 2e

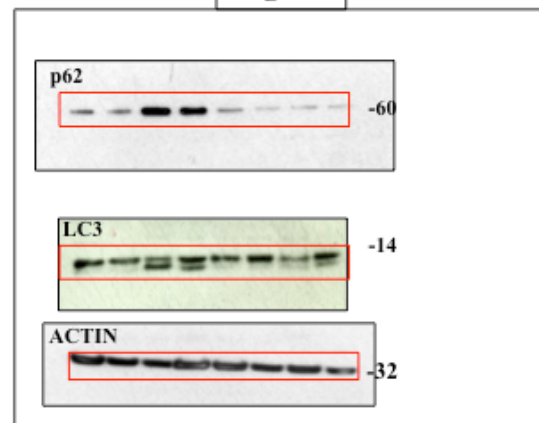

Fig. 2g

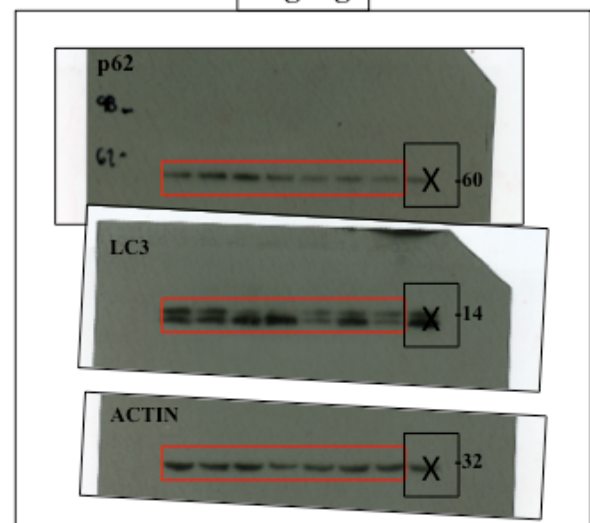

Fig. 4c

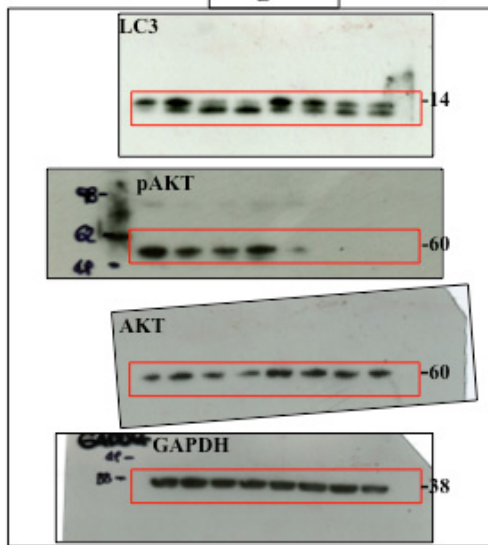

Fig. 4d

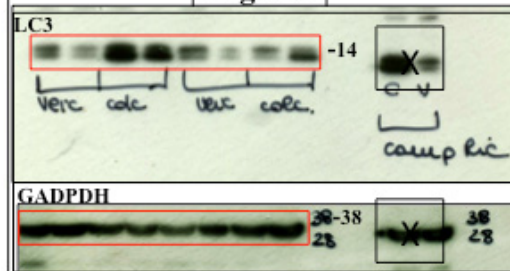

Fig. 5d

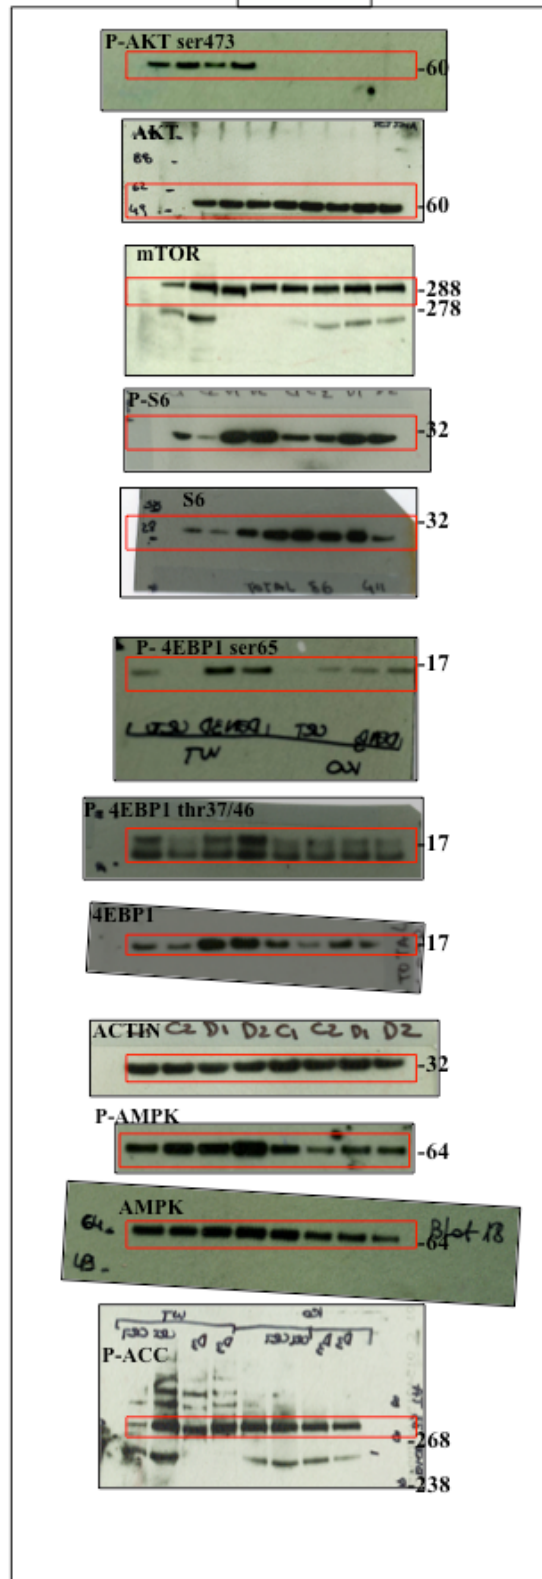

Fig. 5e

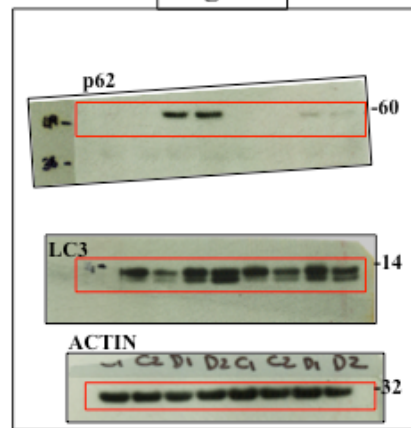

Supplementary Fig 19. Uncropped scans of blots.

**Supplementary Table 1 Primers used for Quantitative PCR Analyses**

| Gene       | Forward primer (5'-3')   | Reverse Primer (5'-3')   |
|------------|--------------------------|--------------------------|
| 4EBP1      | CCTCCTTGTGCCTCTGTCTA     | GCCTAAGGAAAGATGGGTGT     |
| Actin      | CTGGCTCCTAGCACCATGAAGAT  | GGTGGACAGTGAGGCCAGGAT    |
| Ampd3      | GCGGAGAAAGGTGTTTGCTA     | CAGTCTTGTTGTGTTGGCATC    |
| ATF4       | TCCTGAACAGCGAAGTGTTG     | ACCCATGAGGTTTCAAGTGC     |
| ATP5A1     | GAGAGAGCAGCCAAGATGAAC    | GACACGGGACACAGACAAAC     |
| Atrogin-1  | GCAAACACTGCCACATTCTCTC   | CTTGAGGGGAAAGTGAGACG     |
| Bnip3      | TTCCACTAGCACCTTCTGATGA   | GAACACCGCATTTACAGAACAA   |
| CathepsinL | GTGGACTGTTCTCACGCTCAAG   | TCCGTCCTTCGCTTCATAGG     |
| Eif4g3P3   | GAAACGGAGAAGAGGCTGAG     | GATACAGGCGGGCATAAACT     |
| SMART      | TCAATAACCTCAAGGCGTTC     | GTTTTGCACACAAGCTCCA      |
| FbxO31     | GTATGGCGTTTGTGAGAACC     | AGCCCCAAATGTGTCTGTA      |
| FoxO1      | GCTGGGTGTCAGGCTAAGAG     | GAGGGGTGAAGGCATCT        |
| FoxO3      | CGCTGTGTGCCCTACTTCA      | CCCGTGCCCTTCATTCTGA      |
| FoxO4      | CGGAGTGAAAGGGACAGTTTAG   | CCCTGTGGCTGACTTCTTATTC   |
| GabarapL   | CATCGTGGAGAAGGCTCCTA     | ATACAGCTGGCCCATGGTAG     |
| Gadd34     | AGAGAAGACCAAGGGACGTG     | CAGCAAGGAATGGACTGTG      |
| Gadd45 a   | GAAAGTCGCTACATGGATCAGT   | AAACTTCAGTGCAATTTGGTTC   |
| GAPDH      | CACCATCTTCCAGGAGCGAG     | CCTTCTCCATGGTGGTGAAGAC   |
| Itch       | CCACCCACCCACGAAGACC      | CTAGGGCCCGAGCCTCCAGA     |
| JunB       | GATCCCTATCGGGGTCTCAA     | GAGGCTAGCTTCAGAGATGC     |
| LC3b       | CACTGCTCTGTCTTGTGTAGGTTG | TCGTTGTGCCTTTATTAGTGCATC |
| Maf        | GCATCATCAGCCAGTGCGGC     | AGGTGCGCCTTCTGTTGCT      |
| Max        | CGAAAACGTAGGGACCACAT     | GATCTTGCCTTCTCCAGTGC     |
| Mt1        | GCCTGCAAGAAGTCAAGTG      | CCTTTGCAGACACAGCCCT      |
| MUSA1      | TCGTGGAATGGTAATCTTGC     | CCTCCCGTTTCTCTATCACG     |
| MuRF-1     | ACCTGCTGGTGGAAAACATC     | ACCTGCTGGTGGAAAACATC     |
| Nrf2       | CTCTGACTCTGGCATTCTACTG   | ACACTTCAGGGGCACTATCTA    |
| Nucleolin  | TTTATCAAAGTGCCCCAGAA     | GTTCTGCCCTCAATTCCAT      |
| p62        | CCCAGTGTCTTGGCAATTCTT    | AGGGAAAGCAGAGGAAGCTC     |
| Pfkfb3     | GCCTCTTGACCCTGATAAATGT   | TCTTGCCTCTGCTGGACA       |
| Psm1       | CATTGGAATCGTTGGTAAAGAC   | GTTTCATCGGCTTTTCTGCTG    |
| Psmc4      | AGGACGAGCAGAAAGAACCTG    | AATAGTTAGAGCCTGTGGTGGAG  |

**Supplementary Table 1 Primers used for Quantitative PCR Analyses**

| Gene  | Forward primer (5'-3')  | Reverse Primer (5'-3') |
|-------|-------------------------|------------------------|
| Psm11 | GAGTTCCAGAGAGCCCAGTC    | AACCCAGTTCAAGGATGCTC   |
| Psm4  | TTGTAGATGCATGCCGACTC    | ACCTGGGTGAGTTTTGGTTC   |
| Tgif  | TTTCCTCATCAGCAGCCTCT    | CTTTGCCATCCTTTCTCAGC   |
| Txnl  | GGTGGGAGTGAAGCCGGTCG    | CGGGGCAATCCGAAGACACG   |
| UBC   | CGTCGAGCCCAGTGTTACCACC  | ACCTCCCCATCACACCCAAGA  |
| Ube4b | TGTCATCTTCCTTTCTCTCTCTC | TGGATTTTCATCTCGTGTCTG  |
| Usp14 | CACGAGTTGCTTCGTATTCC    | TTCAGGGGTTCTCCTTTTCAC  |

**Supplementary Table 2 Antibodies used in this study.**

| Antibody                                          | Customer                          | Dilution | Analysis |
|---------------------------------------------------|-----------------------------------|----------|----------|
| rabbit anti-dystrophin                            | Abcam ab 15277                    | 1:100    | IF       |
| Mouse anti SC-71-s                                | DSHB                              | 1:100    | IF       |
| Mouse anti BF-F3                                  | DSHB                              | 1:100    | IF       |
| Mouse anti BA-D5                                  | DSHB                              | 1:100    | IF       |
| rabbit anti- actin                                | Abcam A4700                       | 1:10000  | WB       |
| rabbit anti-total Akt                             | Cell Signaling #9272              | 1:1000   | WB       |
| rabbit anti-phospho-Akt (Ser473)                  | Cell Signaling #3787              | 1:1000   | WB       |
| rabbit anti-phospho-S6K (Thr 389)                 | Cell Signaling #9205              | 1:1000   | WB       |
| rabbit anti-total S6K                             | Cell Signaling #9202              | 1:1000   | WB       |
| rabbit anti-phospho-S6                            | Cell Signaling #2215              | 1:1000   | WB       |
| rabbit anti-total S6                              | Cell Signaling #2217              | 1:1000   | WB       |
| rabbit anti-LC3                                   | Sigma L7543                       | 1:1000   | WB       |
| rabbit anti-P62                                   | Sigma P0067                       | 1:1000   | WB       |
| rabbit anti-phospho-AMPK(Thr 172)                 | Cell Signaling #2535              | 1:1000   | WB       |
| rabbit anti-total AMPK                            | Cell Signaling #2532              | 1:1000   | WB       |
| rabbit anti-phospho-4EBP1 (Ser 65)                | Cell Signaling #9455              | 1:1000   | WB       |
| rabbit anti-phospho-4EBP1 (Thr 37/46)             | Cell Signaling #9459              | 1:1000   | WB       |
| rabbit anti-total 4EBP1                           | Cell Signaling #9452              | 1:1000   | WB       |
| rabbit anti-Gabarap                               | Santa Cruz Biotechnology sc-28938 | 1:1000   | WB       |
| rabbit anti-Gadd45 $\alpha$                       | Santa Cruz Biotechnology sc-797   | 1:1000   | WB       |
| rabbit anti-GFP                                   | Santa Cruz Biotechnology sc- 8334 | 1:1000   | WB       |
| rabbit anti-PACC                                  | Cell Signaling #3661              | 1:1000   | WB       |
| rabbit anti-mTOR                                  | Cell Signaling #2983              | 1:1000   | WB       |
| mouse anti-V5                                     | Life Technologies                 | 1:1000   | WB       |
| mouse anti-Fbxo21                                 | Abcam 119762                      | 1:1000   | WB       |
| mouse anti-GAPDH                                  | Abcam ab 8245                     | 1:5000   | WB       |
| mouse anti-HA                                     | Sigma H3663                       | 1:1000   | WB       |
| mouse anti-Flag                                   | Sigma A222                        | 1:1000   | IP/WB    |
| mouse IgG2A anti-puromycin                        | 12D10                             | 1:30000  | WB       |
| mouse anti-puromycin                              | Hybridoma Bank PMY-2A4            | 1:30000  | WB       |
| mouse- anti ubiquitinated proteins (Fk2)          | Millipore #04-263                 | 1:1000   | WB       |
| mouse- anti ubiquitin antibody, Lysin 63 specific | Millipore #05-1308                | 1:1000   | WB       |
| mouse anti- $\beta$ -tubulin                      | Sigma T8328                       | 1:1000   | WB       |

**Supplementary Table 2 Antibodies used in this study.**

| <b>Antibody</b>                   | <b>Customer</b>                    | <b>Dilution</b> | <b>Analysis</b> |
|-----------------------------------|------------------------------------|-----------------|-----------------|
| mouse IgG2A anti-puromycin        | 12D10                              | 1:30000         | WB              |
| Rabbit anti-FoxO1                 | Cell signalling #9946              | 1:1000          | WB              |
| Rabbit anti-FoxO3                 | Cell signalling #9946              | 1:1000          | WB              |
| Goat anti Fbxo30                  | Santa Cruz Biotechnology           | 1:100           | WB              |
| Goat anti mouse IgG               | Biorad 1706516                     | 1:2000          | WB              |
| Goat anti rabbit IgG              | Biorad 1706515                     | 1:2000          | WB              |
| Goat anti mouse IgG-2b DyLight405 | Jackson ImmunoResearch 115-475-207 | 1:200           | IF              |
| Goat anti mouse IgG-1 DyLight405  | Jackson ImmunoResearch 115-485-205 | 1:200           | IF              |
| Goat anti mouse IgG (H+L) Cy3     | Jackson ImmunoResearch 115-026-003 | 1:200           | IF              |
| Goat anti Rabbit IgG-(H+L) Cy3    | Jackson ImmunoResearch 111-166-003 | 1:200           | IF              |

**Supplementary Table 3 Oligos Used for siRNA production**

|           |                   |                                                                  |
|-----------|-------------------|------------------------------------------------------------------|
| mSMART(1) | top<br>(5'-3')    | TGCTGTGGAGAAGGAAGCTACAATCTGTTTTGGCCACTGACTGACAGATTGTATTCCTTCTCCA |
|           | botton<br>(5'-3') | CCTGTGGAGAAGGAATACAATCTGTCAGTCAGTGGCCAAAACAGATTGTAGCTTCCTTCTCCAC |
| mSMART(2) | top<br>(5'-3')    | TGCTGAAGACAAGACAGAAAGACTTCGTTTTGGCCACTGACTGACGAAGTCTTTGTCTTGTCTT |
|           | botton<br>(5'-3') | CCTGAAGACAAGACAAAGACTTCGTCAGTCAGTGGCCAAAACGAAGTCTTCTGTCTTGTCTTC  |
| mSMART(3) | top<br>(5'-3')    | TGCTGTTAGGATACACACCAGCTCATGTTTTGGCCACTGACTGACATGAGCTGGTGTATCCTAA |
|           | botton<br>(5'-3') | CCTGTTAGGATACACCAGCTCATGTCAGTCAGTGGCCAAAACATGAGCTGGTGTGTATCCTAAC |
| mSMART(4) | top<br>(5'-3')    | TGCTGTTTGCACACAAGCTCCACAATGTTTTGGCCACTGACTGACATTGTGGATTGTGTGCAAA |
|           | botton<br>(5'-3') | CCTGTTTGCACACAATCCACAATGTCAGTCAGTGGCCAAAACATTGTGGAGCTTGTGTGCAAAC |

**Supplementary Table 4 Primers Real Time used for ChIP- qPCR**

|              | Forward primer (5'-3')    | Reverse Primer (5'-3')   |
|--------------|---------------------------|--------------------------|
| Atrogin-1 S1 | GGACACAGTGCTTGATAGACAGTC  | GTCTCTTCCTTGCTCACGTTTGTC |
| Atrogin-1 S2 | CTGGCAGGGAGGAGCCTAATGAATC | GGGAGTGGCAAAGCCGTCTC     |
| Atf4         | AGAGCTTTGGCTAGGTGTCC      | GGGGTAACTGTGGCGTTAGA     |
| Bnip3        | TGGGTCAGGTCACTAGAAGC      | GCCCTCGTATAACCTTAGCA     |
| Cathepsinl   | CCCAGCGAGGACAATTCAGAC     | CGTGTCATCCTCTGCTGCA      |
| LC3          | CATGCCTTGGGACACCAGAT      | ACCTTCTTCAAGTGCTGTTTGT   |
| Gadd45alfa   | CCTCCTTCCAACCATAATACTC    | GGTGCCCTCTGTTTTTGA       |
| MuRF-1       | AAGCAGGTGCCACTCTCTGT      | AGCTTCACACCTGTCCTTCG     |
| Tgif1        | GGCTCACAACCATCCGTAAC      | GCTGGCTTCCTTTTGGTCTA     |
| p62          | TAGGCAGGTGCTCTGTCACT      | GGCTGCATGAGGCTTCTAA      |
| 4EBP1        | GTTCAAATCCCAGCAACCAC      | CCCTCTACCACCTTCCCTCT     |
| MUSA1 S1     | TACTCTTGCTGGGCATTTTC      | CCACATTTTGAGGGAGGTGT     |
| MUSA1 S2     | ACTCTAACCCCGCTCAGTA       | ACAAAATCCACAGGCAAATG     |
| MUSA1 S3     | GGAGCAGTTTTCCATTCTTG      | ACCACACTTGCAGGACACAT     |
| SMART        | GCAAGTAACAAGGTCAAGCAGTACA | AACAGTGGTCAAAGGAGTGATCA  |
| itch         | GAACCATCCTCCCAACTCAGAA    | ATGTGAAGATGCCATTGGTTACC  |

How the deposited data were processed for this re-analysis (not part of the article)

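Gene expression was measured by the authors on Affymetrix mouse expression arrays in gastrocnemius muscle of control (FoxO1,3,4 f/f) and muscle-specific FoxO1,3,4 knockout mice, fed or starved. RNA from 6 muscles of 3 mice was pooled in equal molar amounts per condition, giving 4 arrays, 1 per condition. The values deposited by the authors are signal intensities on a linear scale, made with the MAS 5.0 algorithm; the submitters' processing notes also name Affymetrix Expression Console. The scaling target and detection calls are not given in the sources used here. The trimmed mean signal, without the highest and lowest 2%, was 163.0 on the fed control, 155.7 on the starved control, 142.5 on the fed knockout and 137.7 on the starved knockout array, so that no common scale is visible, and the signals were used as deposited, in linear units.

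From these values, fold changes were computed as ratios of signals with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A signal listed at 0 was set to 0.1 before a logarithm. The 45037 probe sets other than Affymetrix controls were named through the platform annotation, in which 34945 of them have 1 gene and 932 several; no gene was named from a probe set with several, and 9160 are not listed there. Symbols were updated through the gene identifier for 34741 probe sets, with names from the mouse RefSeq table of GRCm38.p6; no coordinates are given, since the sources name no build for these values. A probe set was kept if it reached its array's 50th percentile on at least 1 of the 4 arrays, and a gene was represented by the probe set with the highest mean signal. A gene was up at a ratio of at least 1.5, the paper's threshold, and down at the inverse; an induction was called blunted when the ratio in the other genotype was under 1.5, a reading chosen here because the paper gives no formula.

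With 1 array per condition there is no test, no p-value and no SD between replicates, and the number of arrays limits the precision. Genes named in the text were chosen by a rule fixed beforehand: the FoxO genes and every gene the paper names for the profiling, the 10 largest rises and falls in control muscle, the 10 largest and smallest ratios of the genotypes' fold changes, the 10 highest and lowest in fed knockout over fed control muscle, and in each list up to 4 members with the largest change and up to 4 with the largest difference between genotypes. Etfdh, Hadha, Decr1, Acadl, Cblb and Txn1 are named outside this rule. Genes chosen by size had to have a symbol other than a clone name and reach the 75th percentile of an array compared. They also had to change in 1 direction on all their probe sets past the filter. The 29 gene lists, cell type markers included, were fixed at the same time, and the median of each was placed among 10000 random lists matched on mean signal, drawn from the 50 genes on either side in rank. The alternatives were array scaling, the filter on dim probe sets, an offset, the probe set that stands for a gene, the fold threshold and the meaning of blunted; counts and correlations without hair shaft and epidermis genes, lists without the genes the paper names and the probe set with the highest fed signal were added after the data were seen.

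The calling step was tested on simulated data in which 200 of 12565 genes were changed in starved control muscle, with the scatter between probe sets as noise. Of 50 genes changed at each size, 42.0% were called up at a simulated fold of 1.5, which is the threshold itself, 92.0% at 2.0, 98.0% at 3.0 and 100.0% at 4.0. Of the 12365 unchanged genes, 2.86% were called up. The noise holds no difference between pools of mice, so these shares are not error rates for the arrays.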

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

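The tests of whole skin, of swapped labels, of dim probe sets and of the overall scale were chosen after the results they bear on were seen; those of growing follicles and of scatter with a shared response were set before.

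Hair shaft genes, which the paper does not discuss, were high on the fed control and starved knockout arrays: 49 of 53 measured were higher on both of these than on both others, with a median signal of 62.6 and 120.1 against 4.6 on the starved control and 5.5 on the fed knockout array. A swap of the labels of these arrays is argued against by Foxo4, whose signal on the starved knockout array was 0.116 of that on the fed control array. Whole skin carried into the fed control pool is argued against by the epidermis genes, of which 22 of 25 were lowest on its array. Of the 25, 1 was higher on both arrays than on both others. This does not decide on whole skin in the starved knockout pool, whose median epidermis signal was the highest, at 84.6. That median was 13.3 on the fed control, 56.1 on the starved control and 75.3 on the fed knockout array. Growing hair follicles without epidermis cannot be told apart from other sources, because 3 of the 15 further follicle genes listed passed the filter on dim signals, of which 1 was higher on both arrays. A response of muscle to genotype and feeding stays open, as untested, with 1 array per condition.

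Genes induced in 1 genotype alone were many in both directions, 827 in control and 595 in knockout muscle. Scatter of dim probe sets may account for much of the second count: 13.8% of the 3142 dimmest genes were induced in knockout muscle alone, against 0.955% of the 3141 brightest, and for control muscle alone the shares were 12.2% and 3.69%. Scatter around a response shared by the genotypes gave at most 425 genes induced in control muscle alone over 100 simulated data sets, and 556 induced in knockout muscle alone. This does not exclude scatter as the source of the larger observed counts, because the noise was taken between probe sets and holds no difference between pools of mice, a limit of the design that the bound set beforehand left out. Without hair shaft and epidermis genes, a list chosen after the data were seen, 808 genes were induced in control and 541 in knockout muscle alone. The second count lies within the 432 to 556 simulated for all genes. A dependence on FoxO is the biological explanation the design gives, and it was not tested.

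More genes were lower than higher in fed knockout against fed control muscle, 1414 against 424, and the median of all genes was shifted by -0.20 on the log2 scale. After quantile normalization the counts were 798 lower and 636 higher, and with the arrays scaled to the same median 903 lower and 599 higher, but both settings centre the arrays by construction and say nothing of the cause. The overall scale of the arrays and a true fall of many transcripts without FoxO cannot be told apart, because the spikes, which hold no mouse RNA, do not settle the scale: in the same comparison the median log2 ratio was -0.25 for the 24 probe sets of the poly-A spikes and -0.10 for the 18 of the hybridisation spikes. In starved against fed control muscle they had -0.35 and -0.08, where the genes had -0.11, and in starved against fed knockout muscle -0.08 and -0.06, where the genes had -0.06.

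Among the named genes above the median signal on all 4 arrays, the following passed 1.5-fold in opposite directions in the genotypes, a difference that was not tested. The log2 fold change in control minus that in knockout muscle was 2.79 for Fos, 1.65 for Pfkfb3, 2.96 for S100a9, a neutrophil gene, and -2.27 for Mcm2, a replication gene whose direction in knockout muscle turns with the probe set used. It was 1.96 for Krt10 and 2.24 for Krtdap, which belong to the epidermis.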

How the results depend on the processing

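The values without hair shaft and epidermis genes, the lists without genes the paper names and the probe set with the highest fed signal were chosen after the results were seen; the other alternatives were set beforehand. No paired analysis was possible because the results come from no test and each condition has 1 array. The filter on dim signals and the fold threshold moved the counts of genes most. Without a filter, 2976 genes were up and 3582 down in control muscle, 2738 up and 2979 down in knockout muscle, 2014 up in control and blunted in knockout muscle, 1776 the reverse, and 2066 higher and 3414 lower in fed knockout muscle. With the 75th percentile filter these counts were 514, 837, 286, 416, 359, 131, 44 and 408, in the same order, at a threshold of 2.0 they were 469, 605, 414, 403, 361, 306, 219 and 446, with 10 atrogenes up in control muscle and 1 ligase called, and at 1.3 they were 1885, 3237, 1608, 2296, 1239, 962, 720 and 3067. Fewer genes up, down, higher or lower follow from a stricter filter or threshold by construction. For the counts of blunted genes this does not hold with the threshold, since a higher threshold also calls more genes blunted. Genes lower in fed knockout muscle numbered 903 with the arrays scaled to the same median and 798 with quantile normalization, and comparing starved signals gave 276 genes induced in knockout and blunted in control muscle; the cause was not tested. The 11 counts stayed within 1.5 times with the offset, the mean over probe sets and plain probe sets preferred. Among medians of gene lists, 16 moved with the mean over probe sets, 10 with the 75th percentile filter, 8 with quantile normalization, 6 with plain probe sets preferred, 2 with the offset, and 1 each with no filter and with the same median. Among values of named genes, 63 moved with the mean over probe sets, 38 with the offset and 20 with plain probe sets preferred. With the probe set of the highest fed signal, 1 ligase was called, and 2 medians of lists and 8 values of named genes moved; without genes the paper names, 5 medians of lists moved. The number of atrogenes up in control and blunted in knockout muscle ran from 8 to 17. With the mean over probe sets, the median of the insulin and IGF1 signalling list in knockout muscle turned to -0.012, and the log2 fold changes of Ccna2 in knockout muscle, Eif4g3 in control muscle and Top2a in control muscle to -0.50, -0.32 and 0.021. With plain probe sets preferred, Mcm2 in knockout muscle turned to -0.48 and Top2a in control muscle to 0.87. These genes have probe sets that differ, and the cause was not tested. This list of turns is not complete. In knockout muscle, log2 fold changes of probe sets past the filter ran from -0.50 to 0.31 for Usp14 and from -1.23 to 0.11 for Itch. In control muscle they ran from -0.30 to 0.60 for Atp5a1. The signal over background limits dim genes most, and the number of arrays limits the precision of all.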

Differences from the paper's values

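The paper states that 29 atrogenes of a longer list of known ones require FoxO for their normal induction. That list was not used here, so the paper's count was not derived again. Of the 29 genes measured among the 30 of Supplementary Table 1, 12 rose at least 1.5-fold in control muscle and stayed under 1.5-fold in knockout muscle. The lists are not the same, since Supplementary Fig. 10 also shows Ezh1 and leaves out Gadd45a and Sqstm1, and the paper states the fold threshold but none for blunted induction. Under none of the alternatives set before the data were examined did the count come within 1.5 times of the paper's: it was 12 with no filter, with the 75th percentile filter, with the offset and with plain probe sets preferred, 13 with arrays scaled to the same median, with quantile normalization and with the ratio of fold changes, 14 with the mean over probe sets, 8 at a threshold of 2.0, 15 at 1.3, and 17 with the starved signals compared.

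Supplementary Fig. 10 shows its genes as dependent on FoxO from the arrays, and colours mark those for which RT-PCR also showed this. The paper's claim does not rest on the arrays alone. By RT-PCR in fasted tibialis anterior, it reports a set of atrogenes that were not induced in knockout muscle. It also reports Western blots for some of them, and most of the findings again in an inducible knockout. Those data were not analysed here, and the values below are from the arrays. Mt1 had log2 fold changes of 2.39 in knockout and 2.32 in control muscle; the order turned with the mean over probe sets, to 1.76 and 2.03, and with plain probe sets preferred, to 1.13 and 1.75. Maf fell in both genotypes, with -0.78 in knockout and -0.77 in control muscle, and Ezh1 had 0.53 in both. Fbxo32, Eif4ebp1, Gabarapl1, Tgif1 and Ppp1r15a rose past 1.5-fold in knockout muscle too, though less than in control muscle; all of them are called with the ratio of fold changes or with the starved signals compared, and all but Fbxo32 at a threshold of 2.0. Psme4, Usp14, Ncl, Max, Atp5a1, Ube4b, Atf4, Nfe2l2, Txnl1 and Psmc4 did not reach 1.5-fold in control muscle. With the mean over probe sets, Psme4, Usp14, Ube4b, Txnl1 and Psmc4 do, with log2 fold changes of 0.59, 0.67, 1.34, 0.60 and 0.60. For the first 4 of these, the dimmest probe set past the filter had the largest log2 fold change in control muscle. These were 1.62, 1.325, 2.74 and 1.17 in the same order, from fed control signals of 24.5, 37.0, 6.2 and 11.7. Psmc4 also reaches 1.5-fold with either scaling of the arrays and with plain probe sets preferred. At a threshold of 1.3, Psmc4, Ube4b, Atf4, Nfe2l2 and Txnl1 are called. Trim63, Psma1, Psmd11, Map1lc3b, Ctsl, Bnip3, Eif4g3, Junb, Ampd3 and Pfkfb3 went as the figure shows, as did Gadd45a and Sqstm1, which the paper names in its text. Not all of these hold in every setting. Psmd11, Sqstm1 and Eif4g3 are lost with the mean over probe sets, Sqstm1 with plain probe sets preferred, Trim63 and Sqstm1 at a threshold of 1.3, and Psmd11, Bnip3, Sqstm1 and Eif4g3 with the ratio of fold changes. At a threshold of 2.0, Psmd11, Psma1, Map1lc3b, Ctsl, Bnip3, Sqstm1, Eif4g3 and Pfkfb3 are lost.

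The paper lists MUSA1, Fbxo31, Itch and SMART among the ligases that rose in fasted control but not in knockout muscle on the arrays. Its RT-PCR found the rise blunted or partly blocked in knockout muscle for MUSA1, Fbxo31 and SMART, and not for Itch. On the probe sets with the highest signal, SMART had a ratio of 1.31 and Itch of 1.05 in control muscle, under the threshold, while MUSA1 and Fbxo31 went as the paper states. With the probe set of the highest fed signal, chosen after the values were seen, 1 of the 4 is called and MUSA1 is dropped. The ligases called numbered 2 of 4, and 3 with the mean over probe sets or at a threshold of 1.3, with SMART the gene added. Single dimmer probe sets reached 1.87-fold for SMART and 1.69-fold for Itch.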

Other observations

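The lists described were set beforehand; the percentiles without genes the paper names were chosen after the results were seen. Several genes of lipid and sterol synthesis and of the extracellular matrix fell on starvation in both genotypes. Of 17 genes of lipid synthesis, 7 fell in control and 9 in knockout muscle, with median log2 fold changes of -0.47 and -0.59; Thrsp had -2.12 and -1.18, and Scd2, a desaturase, had -1.30 and -1.09. Of 20 matrix genes, 8 fell in control and 10 in knockout muscle, with medians of -0.52 and -0.46. The collagen gene Col1a1 had -1.27 and -0.96, while Lox, which crosslinks collagen, rose by 1.63 and 1.71. Of 7 interferon-stimulated genes, 5 fell in control and 6 in knockout muscle, with medians of -0.66 and -0.81.

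Lists of energy metabolism had lower medians in control than in knockout muscle. The 23 genes of oxidative phosphorylation had medians of -0.26 in control and -0.05 in knockout muscle, none of them past 1.5-fold, and the second value was 0.01 with the arrays scaled to the same median. The 14 genes of glycolysis and glycogen had -0.18 and 0.03, with Hk2, a hexokinase, at -0.78 and -0.31. The 13 fast fibre genes had -0.09 and -0.01, the latter 0.05 with the arrays scaled to the same median, and Casq1, which binds calcium in the sarcoplasmic reticulum, had -0.92 and -0.12. The 10 slow fibre genes had -0.10 and -0.11, and the 21 ribosomal protein genes 0.05 and 0.07. The 16 clock genes had -0.10 and 0.01, with Cry2 at 1.52 and 0.69 and Dbp at -0.91 and -0.88. The 13 denervation and myogenic genes had 0.18 and 0.16, with Myod1 at -1.27 and -0.31, and the 18 insulin and IGF1 signalling genes 0.23 and 0.09, with Igfbp5 at -1.78 and -1.55. The 12 heat shock genes had 0.04 and 0.16, and the 7 cell cycle genes -0.82 and -0.18. The median of the difference gene by gene, control minus knockout, was 0.42 for insulin and IGF1 signalling, at the 100.0th percentile of random lists of like signal, with the log2 fold change higher in control muscle for 14 of the 18. It was -0.26 for glycolysis and glycogen, at the 0.0th percentile, with 1 of 14 higher in control muscle, -0.22 for oxidative phosphorylation, at the 0.3rd, with 0 of 23, and -0.71 for the cell cycle list, at the 0.8th, with 2 of 7. The first 3 of these lists each hold 1 gene the paper names, without which the percentiles were 100.0, 0.0 and 0.3. The median of the cell cycle list is the value of Mcm5, a dim gene. Its signals were 39.5 and 13.8 in fed and starved control muscle and 32.4 and 18.5 in fed and starved knockout muscle. In the same list, the log2 fold changes of Mcm2 and Ccna2 in knockout muscle change sign with the choice of probe sets.

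Markers of other cell types in the muscle were listed too. The 14 immune cell markers had medians of -0.14 in control and -0.28 in knockout muscle, the 10 endothelial markers -0.08 and -0.04, which turn to 0.00 and 0.03 after quantile normalization, and the 7 adipocyte markers 0.16 and 0.17. The 4 Schwann cell markers had -0.10 and -0.27, the 5 satellite cell markers -0.42 and 0.06, and the 2 erythroid markers 1.22 and 0.36. The neutrophil gene S100a8 had 1.35 in control and -0.49 in knockout muscle, and Kdr, an endothelial receptor, -0.75 and -0.72. The median of the difference lay at the 97.7th percentile for the adipocyte markers. For the other lists under this heading whose percentile is not given, it lay between the 3.0th and the 96.6th.

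In fed muscle, Actc1, the cardiac actin gene, had a signal of 5045.0 in control and 745.1 in knockout muscle, which is a log2 ratio of -2.56 relative to the median of all genes. On the same scale Ctxn3 had -2.32, Plet1os -2.28, Dusp26, a phosphatase gene, -1.77, and Tspan8 -1.69, all lower in knockout muscle. Several genes of the epidermis were higher in fed knockout than in fed control muscle: Krt2 had signals of 275.9 and 1.3, Krt10 of 657.6 and 200.6, Dsp of 168.2 and 66.4, and Lgals7 of 188.6 and 64.4. In starved control muscle these genes were at 48.1, 349.4, 144.2 and 100.0, in the same order. Of the 25 genes in the epidermis list, 22 were lowest on the fed control array, so these differences cannot be assigned to genotype. Neu2, a sialidase gene outside that list, had 146.1 in fed knockout and 57.7 in fed control muscle.

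For genes of oxidative stress, the paper states from RT-PCR in another muscle, the tibialis anterior, that Nrf2 was not affected by the deletion, that thioredoxin was suppressed and that metallothionein 1 was induced. On the gastrocnemius arrays, starved knockout over starved control muscle gave a log2 ratio of -0.78 for Nfe2l2, -0.59 for Txn1 and 0.07 for Mt1. Which thioredoxin gene the paper's name stands for is not settled here.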
